# A Novel Mechanism of Cannabidiol in Suppressing Hepatocellular Carcinoma by Inducing GSDME Dependent Pyroptosis

**DOI:** 10.3389/fcell.2021.697832

**Published:** 2021-07-19

**Authors:** Fugen Shangguan, Hongfei Zhou, Nengfang Ma, Shanshan Wu, Huimin Huang, Guihua Jin, Shijia Wu, Weilong Hong, Weiwei Zhuang, Hongping Xia, Linhua Lan

**Keywords:** cannabidiol, hepatocellular carcinoma, pyroptosis, integrative stress response, aerobic glycolysis

## Abstract

Cannabidiol (CBD), a phytochemical derived from *Cannabis sativa* L., has been demonstrated to exhibit promising anti-tumor properties in multiple cancer types. However, the effects of CBD on hepatocellular carcinoma (HCC) cells remain unknown. We have shown that CBD effectively suppresses HCC cell growth *in vivo* and *in vitro*, and induced HCC cell pyroptosis in a caspase-3/GSDME-dependent manner. We further demonstrated that accumulation of integrative stress response (ISR) and mitochondrial stress may contribute to the initiation of pyroptotic signaling by CBD. Simultaneously, CBD can repress aerobic glycolysis through modulation of the ATF4–IGFBP1–Akt axis, due to the depletion of ATP and crucial intermediate metabolites. Collectively, these observations indicate that CBD could be considered as a potential compound for HCC therapy.

## Introduction

Hepatocellular carcinoma (HCC) is an extremely malignant cancer, accounting for almost 95% of primary liver cancer cases. Data from the Global Cancer Statistics showed 841,000 new cases of liver cancer and 781,000 deaths were reported worldwide, accounting for 4.7 and 8.2% of all cancer cases and deaths, respectively (Bray et al., 2018). Even though many patients have gained effective diagnoses and therapy at an early stage, the recurrence rate is still high and the 5-year survival rate is only 3% (Siegel et al., 2019). Thus, in spite of the elucidation of the pathogenesis of HCC, the prognosis is still poor. Therefore, it is an urgent need to find early diagnostic markers and precise treatment strategies to improve the prognosis and quality of life for patients.

Cannabidiol (CBD), a phytochemical derived from *Cannabis sativa* L., has been shown to have anti-tumor activity and to be a potential compound for tumor therapy. Moreover, CBD has non-psychoactive effect, which is an advantage for clinical applications (Kis et al., 2019). Data has shown that CBD is mainly distributed in the lungs, heart, liver, and brain after absorption and metabolized in the liver (Zendulka et al., 2016). Multiple studies have shown that CBD and other cannabinoids display promising anti-tumor properties in a variety of tumor cells by inducing cell growth arrest, metastasis inhibition, and cell apoptosis (Kis et al., 2019). In lung cancer, CBD can depress cell invasion and tumor growth (Ramer et al., 2010, 2013). Indeed, comparison with cisplatin treatment has shown that CBD exposure can repress melanoma tumor growth to a similar extent (Blázquez et al., 2006; Armstrong et al., 2015; Simmerman et al., 2018). In breast cancer, CBD can trigger cell apoptosis by promoting interactions with PPARγ, mTOR, and cyclin D1 (Sultan et al., 2018; Jeong et al., 2019c). Furthermore, the increased activities of the antioxidant enzymes SOD and GPX in CT26 colon cancer cells, accompanied by growth inhibition, may indicate that CBD operates *via* a novel mechanism (Honarman et al., 2019). Interestingly, another study observed that CBD can reduce the growth of PC3 prostate cancer cells by regulating exosome release (Kosgodage et al., 2018). CBD has also been reported to prevent invasion and mediate cell apoptosis *via* stimulation of serotonin and vanilloid receptors in SH SY5Y and IMR-32 brain cancer cell lines (Alharris et al., 2019). Meanwhile, previous study has demonstrated that cannabinoids derived from Cannabis Sativa can modulate the TRP channels to perform physical function (Muller et al., 2019). Consistently, CBD, a kind of cannabinoids, has been verified to regulate cell fate through modulating TRP family. Ligresti et al. (2006) have shown that CBD may induce breast cancer cell apoptosis by modulating TRPV1 and/or CB2. Moreover, CBD can improve the chemotherapeutic sensitivity in TRPV2 over-expressed endometrial cancer cells (Oliviero et al., 2020). Additionally, CBD can also increase proliferation, migration, tubulogenesis, and integrity of human brain endothelial cells through TRPV2 activation (Luo et al., 2019). Meanwhile, Hassan et al. (2014) have demonstrated that CBD treatment increased the expression of TRPV2 and TRPV1 proteins and caused a translocation of TRPV2 to the cell membrane in BV-2 cell. All these observations indicate that CBD may be a promising drug for cancer therapy. While it has been reported in the literature that CBD has anti-tumor activity in many cancer cell lines, it is largely unknown whether this is the case in HCC cells. Furthermore, while CBD induced apoptosis has been shown, it is unknown whether it could also trigger pyroptosis. Pyroptosis has been shown to be a kind of programmed necrosis mediated by the gasdermin family including GSDME and GSDMD (Shi et al., 2017). GSDMD can be activated by caspase-1/4/5/11, and GSDME is regulated by caspase-3, which mediates the induction of pyroptosis. This form of cell death is characterized by cell swelling and bubbles from the plasma membrane (Shi et al., 2015; Ding et al., 2016; Liu et al., 2016; Rogers et al., 2017; Wang et al., 2017; Robinson et al., 2019). Both GSDMD-N and GSDME-N oligomerize and form large pores on the plasma membrane to induce plasma membrane disruption, leading to the release of cellular contents, including pro-inflammatory mediators, and lactate dehydrogenase (LDH) (Zhang et al., 2018; Hu et al., 2020). Because of the relatively stable enzyme activity of LDH, the LDH release level was often used as an indicator to detect gasdermin family dependent pyroptosis. Previous studies have shown that the expression of the gasdermin family proteins may execute pyroptosis, which can be induced by some chemotherapy drugs. In response to chemotherapy drug exposure, high expression levels of GSDME resulted in pyroptosis, whereas low levels of GSDME resulted in apoptosis (Stephen and Edward, 2017), indicating that the progression of pyroptosis may be faster than apoptosis in cancer cells (Shi et al., 2015). Although GSDME can regulate the conversion between apoptosis and pyroptosis, the molecular mechanism remains unknown.

Herein, our preliminary data showed that CBD induced caspase-3/GSDME mediated pyroptosis in HCC cells. Additionally, our results demonstrated that CBD induced integrative stress response (ISR)-dependent ATF4 activation, which contributed to GSDME-dependent pyroptosis. This supports a novel viewpoint to reveal the mechanism for CBD induced cell death, and we aimed to generate a new therapeutic strategy to evaluate the sensitivity and thereby modulate the effects of CBD therapy.

## Materials and Methods

### Cell Lines and Cell Culture

The HepG2, HUH7, HCCLM3, MHCC97H, and HEK293T cell lines were obtained from the Cell Bank of the Chinese Academy of Sciences (Shanghai, China). HepG2, HUH7, HCCLM3, MHCC97H, and HEK293T cells were cultured in DMEM medium supplemented with 10% fetal bovine serum and antibiotics. The cells were incubated at 37°C in a humidified incubator with 5% CO_2_. When the cultures reach approximately 50–70% confluence, the cells were treated with various concentrations of drugs. Dimethyl sulfoxide (DMSO) was used as vehicle control. All cell lines were mycoplasma free and authenticated by the Cell Bank of the Chinese Academy of Sciences.

### Reagents and Antibodies

Horseradish peroxidase (HRP)-conjugated anti-rabbit, anti-mouse immunoglobulin G, penicillin–streptomycin solution, Bradford protein assay kit, Cell counting kit-8 (CCK-8 kit), mitochondria membrane potential assay kit (JC-1), and LDH Release Assay Kit were obtained from Beyotime (Shanghai, China). Annexin V–PE/7AAD apoptosis detection kit was purchased from MULTI SCIENCES. Giemsa and crystal violet were purchased from Solarbio Bioscience and Technology (Shanghai, China). Trypan blue was obtained from Life Technologies (Carlsbad, CA, United States). BCA protein assay kit and Pierce ECL western blotting substrate were obtained from Thermo Fisher Scientific (MA, United States). Intact cellular oxygen consumption rate (OCR) and extracellular acidification rate (ECAR) assay kits were purchased from Seahorse Bioscience Company (North Billerica, MA, United States). Glucose was obtained from Sigma (St. Louis, MO, United States). L-glutamine was bought from Sangon Biotech (Shanghai, China). Puromycin was obtained from Amresco (WA, United States). Protease (Complete Mini) and phosphatase (PhosphoSTOP) inhibitor cocktail tablets were purchased from Roche Applied Science (Indianapolis, IN, United States). 2nbdg, EVAD, and ISRIB were gained from Selleck chemistry (TX, United States). Antibody information is shown in Supplementary Table 1.

### Cytotoxic and Anti-Proliferation Assays

To determine the inhibitory concentration (IC_50_) values of compounds, HepG2, HUH7, HCCLM3, and MHCC97H cells were seeded in 96-well plates at a density of 1 × 10^4^ cells/well and incubated overnight at 37°C with 5% CO_2_. Cells were then treated with different concentrations (0, 2.5, 5, 10, 20, 40, 80, or 160 μM) of CBD or DMSO (vehicle control) for 24 h, followed by CBD incubation with CCK-8 for another 2 h at 37°C. The absorbance at 450 nm was measured using a Varioskan Flash microplate reader (Thermo Scientific, Waltham, MA, United States). Each assay was performed in triplicate, and data was derived from at least three independent experiments.

The effects of CBD on the proliferation of HepG2, HUH7, and MHCC97H cell lines were evaluated using RTCA (Real Time CelI AnaIysis). RTCA instruments use gold biosensors embedded in the bottom of specialized microplate wells (Agilent E-Plates) to non-invasively monitor cell status including cell number. RTCA instruments monitored cell growth by detecting instantaneous impedance through the gold biosensors. The biosensors detect cellular impedance as cells adhere to and proliferate on the E-Plates, providing an extremely sensitive readout of cell number in real time. The impedance caused by adherent cells is reported using a unitless parameter called cell index (CI), where: CI = [(Impedance at n) − (Impedance without cells)]/(Nominal impedance constant). The larger CI value means the more cell number. Briefly, HepG2, HUH7, and MHCC97H cells were seeded into E-plate test plate at a density of 1 × 10^4^ cells/well and incubated overnight at 37°C with 5% CO_2_. After overnight detection, cells were treated with gradient concentrations (0, 20, and 40 μM) of CBD and the real-time dynamic detection was continued for 4 days to obtain the proliferation curve.

### Colony Formation Assay

Both HepG2, HUH7, and MHCC97H cells were counted and a total of 1,000 cells per well were seeded evenly into six-well plates and incubated at 37°C for 7–10 days in a humidified incubator with 5% CO_2_. After treatment with gradient concentrations (0, 20, and 40 μM) of CBD for another 2–4 days, cells were washed with pre-warmed PBS three times, fixed with 4% PFA, and stained with Giemsa solution for 15 min. Colonies were counted by two independent investigators.

### Xenograft Tumor Assay

Female athymic nude mice were purchased from Shanghai Laboratory Animal Center, CAS (Shanghai, China), and housed in a specific pathogen-free (SPF) environment. For *in vivo* tumorigenesis analysis, nude mice at the age of 5 weeks were injected subcutaneously in the left flanks with 1 × 10^7^ of HepG2 cells in 0.1 ml serum-free PBS and then mixed with 0.1 ml matrigel matrix. When the tumor volume has reached approximately 200 mm^3^, the mice were randomly sorted into two groups (*n* = 4/each group). The mice were gavaged with CBD suspension (40 mg/kg), once a day, for two consecutive weeks. At the same time, the control group was injected with the same volume of castor oil. The percentages of growth inhibition were defined as the ratio of tumor weight to that in the vehicle control. Tumor dimensions were determined using calipers, and the tumor volume (mm^3^) was calculated using the following formula: volume = length × (width)^2^/2. The mice were sacrificed, and the tumors were harvested and weighted. All animal studies were performed with a protocol approved by the Institutional Animal Care and Use Committee of Wenzhou Medical University.

### FACS Analysis for Cell Pyroptosis

For pyroptosis analysis, the HepG2, HUH7, and MHCC97H cells were treated with gradient concentrations of CBD (0, 20, and 40 μM) for 24 h, and cells were then collected and incubated with Annexin V-PE/7AAD in the dark at room temperature for 20 min, according to the manufacturer’s protocol. Thereafter, cell samples were analyzed immediately using a BD Accuri^TM^ C6 flow cytometer (BD, Franklin Lakes, NJ, United States).

### LDH Release Assay

To determine the LDH release caused by CBD, HepG2, HUH7, and MHCC97H cells were seeded in 96-well plates at a density of 2 × 10^4^ cells/well and incubated overnight at 37°C with 5% CO2. Cells were then treated with different concentrations (0, 20, and 40 μM) of CBD or DMSO (vehicle control) for 24 h. After reaching the predetermined time, the medium was collected and then centrifuged at 400 *g* for 5 min. Next, we detected the LDH release according to the manufacturer’s instructions.

### Western Blot Analysis

The ovarian cancer samples were washed three times with ice-cold PBS and homogenized using a homogenizer (Kinematica AG, Luzern, Switzerland) in 1.5 ml tissue RIPA lysis buffer (50 mM Tris–HCl, pH 7.4, 1.0% Triton X-100, 1% sodium deoxycholate, 0.1% SDS, and 150 mM NaCl) supplemented with protease inhibitor cocktail tablet, NaF (1 mM), and Na_3_VO_4_ (1 mM). Tissue homogenates were cleared by centrifugation at 13,000 rpm for 25 min at 4°C, and the supernatants were collected in clean microcentrifuge tubes on ice. A similar procedure was used to prepare cell extracts from cells. Briefly, HepG2, HUH7, and MHCC97H cells were washed with ice-cold PBS and lysed in RIPA lysis buffer supplemented with protease and phosphatase inhibitors on ice for 20 min, followed by centrifugation at 13,000 rpm for 30 min at 4°C, and the supernatants were collected. Protein concentrations of the tissue homogenates or cell extracts were determined using the Pierce BCA protein assay kit. Tissue or cell extracts equivalent to 20 μg total protein were resolved in 10% SDS-PAGE gels followed by electrophoretic transfer onto PVDF membrane (0.22 μM, Bio-Rad, Hercules, CA, United States) in Tris–glycine buffer. Blots were blocked at room temperature for 1.5 h in 5% non-fat milk in Tris-buffered saline (TBS)–Tween (TBS-T) on a shaker and then incubated with the primary antibodies in 5% non-fat milk TBS-T overnight at 4°C. The membrane was washed in TBS-T for at least 3 × 10 min and then incubated with horseradish peroxidase (HRP)-conjugated anti-rabbit or anti-mouse immunoglobulin G at room temperature for 1 h with gentle shaking. Immunoreactive proteins were detected by ECL reagent according to the manufacturer’s protocol (Biyetime biotechnology).

### RNA Interfere

Plasmids including pPLK/GFP + Puro-GSDME and pPLK/GFP + Puro-IGFBP1 shRNA were purchased from PPL (Public Protein/Plasmids Library). HEK293T cells were used for lentivirus package. HepG2 and MHCC97H cells were infected with packaged lentivirus, and successfully transfected cells were selected by puromycin (2 μg/ml). Western blot was performed to confirm the efficiency of GSDME and IGFBP1 depletion.

### RNA-Sequence Analysis

RNA-seq data was generated by Novogene. The CBD (40 μM) exposed HepG2 and MHCC97H cells were collected after 24 h, and then cells were washed by PBS for three times and then lysed by Trizol at 4°C for 10 min. Next, samples were sent to Novogene on dry ice. A total amount of 3 μg RNA per sample was used as input material for the RNA sample preparations. Sequencing libraries were generated using NEBNext Ultra^TM^ RNA Library Prep it for Illumina (NEB, United States) following the manufacturer’s recommendations, and index codes were added to attribute sequences to each sample. The clustering of the index-coded samples was performed on a cBot Cluster Generation System using TruSeq PE Cluster Kit v3-cBot-HS (Illumia) according to the manufacturer’s instructions. After cluster generation, the library preparations were sequenced on an Illumina platform and 125 bp/150 bp paired-end reads were generated. In the low-input protocol, RNA was purified using the RNeasy micro kit (Qiagen) to obtain 1–10 ng per pool. First-strand cDNA synthesis and amplification were performed using SMARTer Ultra-Low-Input RNA amplification kit v3 (Clontech). Single-end libraries were prepared using NEBNext Ultra DNA library prep for Illumina and sequenced on a NextSeq 500 instrument, yielding ∼11 million reads (range 8–13 million) of 75 bp in length. Low-quality ends and adaptor sequences were trimmed from the Illumina reads with FastX 0.0.13 and cutadapt 1.7.1. Using FastX and ShortRead 1.16.3, we subsequently filtered out short reads (length < 35 bp), poly(A) reads (where > 90% of the bases are adenine), ambiguous reads (containing Ns), and low-quality reads (where > 50% of the bases have quality < Q25). Heatmaps were generated using the R package pheatmap (version 1.0.8). The input values were log transformed FPKM or fold-change. Heatmaps were centered and scaled in the row direction. Euclidean distance and complete method were used for hierarchical clustering.

### XFe96 Extracellular Flux Analyzer Experiments

The intact cellular oxygen consumption rate (OCR) and the extracellular acidification rate (ECAR) in compound treated HepG2, HUH7, and MHCC97H cells were measured using a Seahorse XFe-96 Extracellular Flux Analyzer (Seahorse Bioscience, North Billerica, MA, United States) as described previously. Briefly, 80 μl single-cell suspensions of HepG2, HUH7, and MHCC97H cells were seeded in XFe-96 cell culture microplates (Seahorse Bioscience) at a cellular density of 25,000, 20,000 and 20,000 cells, respectively. The next day, the HepG2, HUH7, and MHCC97H cells were treated with gradient concentrations of CBD (0, 20, and 40 μM) for 4 h. For OCR determinations, cells were incubated in base assay medium (according to manufacturer’s instructions) supplemented with 2 mM glutamine, 10 mM glucose, and 1 mM pyruvate for 1 h, prior to the measurements using the XF Cell Mito Stress Kit (Seahorse Bioscience). The final concentrations of oligomycin, FCCP, and rotenone were 0.1 μM. For glycolytic metabolism measurements, cells were incubated in basal media prior to injections using the Glycolytic Test kit (Seahorse Bioscience). Results were obtained from three independent experiments, each with eight replicates of each group of cells. At the end of each assay, a BCA protein assay kit was used to determine and normalize the protein concentrations, according to the manufacturer’s instructions.

### FACS Analysis for Mitochondrial Membrane Potential

For mitochondria membrane potential analysis, the HepG2, HUH7, and MHCC97H cells were treated with gradient concentrations (0, 20, and 40 μM) of CBD for 24 h, and cells were then collected and incubated with JC-1 according to the manufacturer’s instructions in the dark at 37°C for 20 min. Thereafter, cell samples were analyzed immediately using a BD Accuri^TM^ C6 flow cytometer (BD, Franklin Lakes, NJ, United States).

### FACS Analysis for Glucose Uptake by 2-NBDG

For glucose uptake analysis, the HepG2 and MHCC97H cells were treated with gradient concentrations (0, 20, and 40 μM) of CBD for 24 h, and then cells were collected and incubated with 2-NBDG according to the manufacturer’s instructions in the dark at 37°C for 20 min. Thereafter, cell samples were analyzed immediately using a BD AccuriTM C6 flow cytometer (BD, Franklin Lakes, NJ, United States).

### Statistical Analysis

All statistical analyses were performed with the SPSS 16.0 statistical software package (SPSS Standard version 16.0, SPSS Inc., Chicago, IL, United States). Data are shown as the mean ± SD from at least three independent experiments. Groups of two were analyzed with two-tailed Student’s *t*-test, groups greater than two with a single variable were compared using one-way ANOVA analysis with Tukey post hoc test, *p < 0.05, **p < 0.01, ***p < 0.001, the n.s. represent no significance and *p* < 0.05 was considered statistically significant.

## Results

### CBD Inhibits HCC Cell Growth *in vivo* and *in vitro*

To evaluate the anti-cancer activity of CBD which derived from Cannabis sativa L in HCC (Figure 1A), we investigated the effect of CBD on cell viability in a selection of HCC cells (HepG2, HUH7, MHCC97H, and HCCLM3). It was shown that cell viability decreased in a dose-dependent manner (Figure 1B and Supplementary Figure 1A). The IC_50_ was 40 μM in HepG2, HUH7, and MHCC97H cells, which was lower than the 53.8 μM determined for HCCLM3 cells. To further confirm the tumor-suppressive activity of CBD, cell proliferation and colony formation assays were performed. It was found that the number of cells was significantly reduced upon CBD exposure (Figures 1C,D). Furthermore, similar anti-tumor effects were observed for CBD in a nude mouse xenograft model, where tumor growth was inhibited (Figure 1E). In addition, it was found that tumor volume and weight were significantly reduced after CBD administration (Figures 1F,G). Importantly, treatment with CBD was well tolerated without notable body weight loss, which highlights the promising anti-cancer activity of CBD in the treatment of HCC (Figure 1H). These data indicate that CBD could suppress HCC cell growth.

**FIGURE 1:**
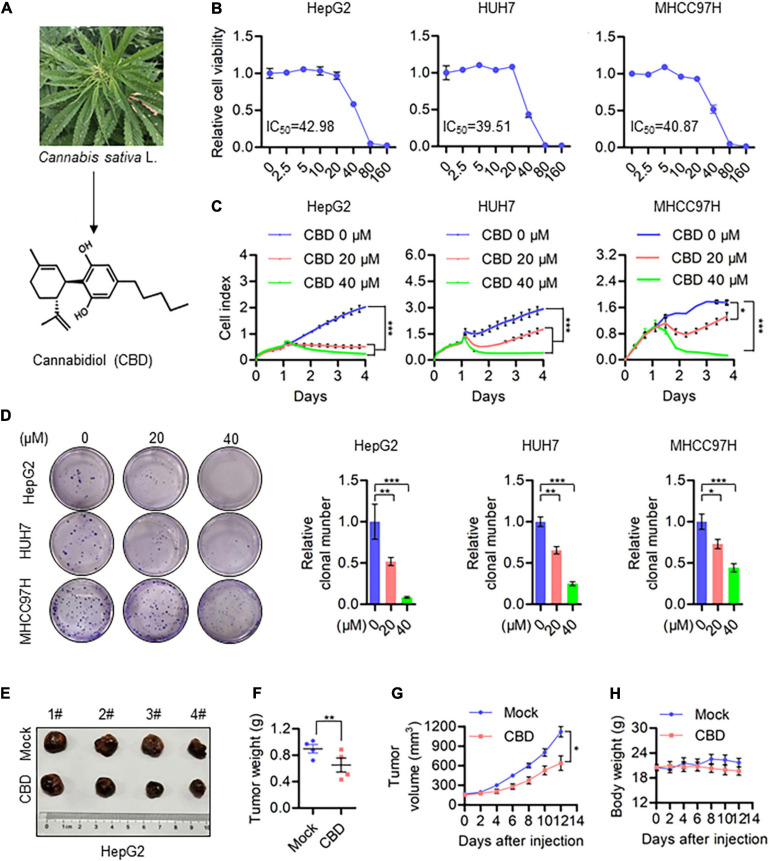
CBD inhibits HCC cell growth *in vivo* and *in vitro*. **(A)** Chemical structural formula of CBD. **(B)** These HCC cell lines HepG2, HUH7, and MHCC97H were treated with a gradient concentration of CBD for 24 h. Relative cell viability was analyzed by CCK-8 assay. **(C)** Cell proliferation of CBD treated HepG2, HUH7, and MHCC97H cells was determined by RTCA (Real Time CelI AnaIysis) according to the manufacturer’s instructions. **(D)** Representative images of colony formation assay were measured after HepG2, HUH7, and MHCC97H colony initiation being treated to different concentration of CBD for 2 days. The graphs represent the mean ± SD. **(E)** Representative dissected tumors of physiological mock group and CBD group derived from HepG2 cells were shown after the mice were sacrificed. **(F)** Changes in tumor weight of mice treated with castor oil or CBD. Data are presented as mean ± SEM (*n* = 4). **(G)** Tumor volume in each mouse was monitored every 2 days. Data are presented as mean ± SEM (*n* = 4). **(H)** Body weight measurements of mice treated with castor oil and CBD. Data are presented as mean ± SEM (*n* = 4). The meaning of ‘*‘ is statistically significant. *p < 0.05, **p < 0.01, ***p < 0.001.

### CBD Induces Pyroptosis in HCC Cells

Subsequently, the effects of CBD on programmed cell death (PCD) in HCCs were determined. Interestingly, pyroptosis rather than apoptosis was seen in HepG2, HUH7, and MHCC97H cells, and the underlying mechanism of CBD induced pyroptosis has not been reported. Balloon-like bubbles (characteristic of pyroptotic cell morphology) were also noted in CBD treated HepG2, HUH7, and MHCC97H cells, which were distinct from classic apoptotic blebbing (Figure 2A). Moreover, flow cytometry analysis showed that CBD-induced cell death manifested as Annexin V and 7AAD double-positive cells (Figure 2B). It was also found that LDH release increased in CBD treated HepG2, HUH7, and MHCC97H cells, which indicated that the structural integrity of the cell membrane had been damaged and the contents leaked (Figure 2C). Consistently, increased cleavage of caspase 3, PARP, and GSDME was detected in CBD treated HCC cells and tumor sections (Figures 2D–F). Meanwhile, we also found that GSDMD was not significantly cleaved in response to CBD treatment (Supplementary Figure 2E). These observations suggest that CBD could induce pyroptosis in HCC cells.

**FIGURE 2:**
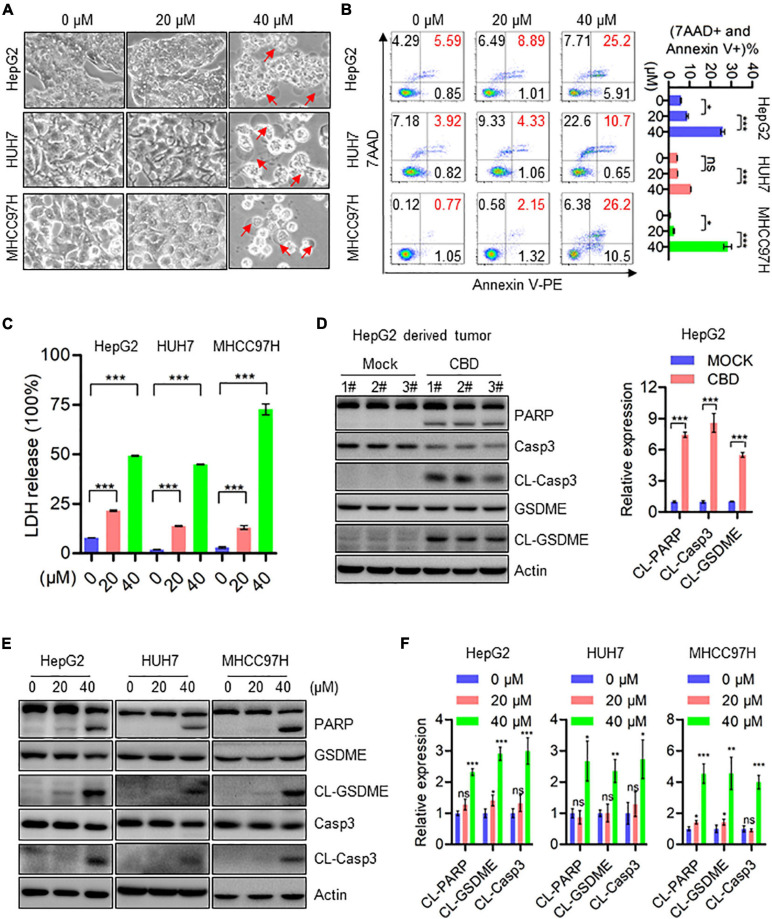
CBD induces cell pyroptosis in HCC cells. **(A)** Representative morphological changes of HepG2, HUH7, and MHCC97H cells in response to different concentrations of CBD. **(B)** Flow cytometry analysis of cell apoptosis after the HepG2, HUH7, and MHCC97H cells treated with different concentration of CBD for 24 h. Cells were collected and stained with Annexin V-PE/7AAD. Data are presented as mean ± SD. **(C)** LDH release assays were performed on CBD exposed HepG2, HUH7, and MHCC97H cells for 24 h. **(D)** Western blot analysis of PARP, Caspase-3, CL-Caspase-3, GSDME, and CL-GSDME in CBD treated tumor tissues derived from HepG2 cells. Actin was used as a loading control. The graphs represent the mean ± SEM. **(E,F)** Western blot analysis of PARP, Caspase-3, CL-Caspase-3, GSDME, and CL-GSDME in CBD treated HepG2, HUH7, and MHCC97H cells after 24 h, and actin was used as a loading control. The graphs represent the mean ± SD. The meaning of ‘*‘ is statistically significant. *p < 0.05, **p < 0.01, ***p < 0.001, n.s. represents no significance.

### Caspase3/GSDME Axis Is Indispensable for CBD-Induced Pyroptosis

Since CBD could trigger the cleavage of GSDME, we speculated whether cell pyroptosis depends on a GSDME-mediated cascade. To address this, GSDME was depleted in HepG2 and MHHC97H cells (Figure 3A). CBD treatment of control and GSDME knockdown cell lines showed that depletion of GSDME could significantly inhibit the appearance of the morphological characteristics of pyroptosis (Figure 3B). Consistently, GSDME downregulation can also reduce the high release of LDH induced by CBD in HepG2 and MHHC97H cells (Figure 3C). In addition, we observed that there was a reduction of plasma membrane bubbles (Figure 3D) and LDH release (Figure 3E) after co-application of CBD and caspase3 inhibitors E-VAD, compared to CBD treatment alone in HepG2 and MHHC97H cells. Finally, it was observed that the activation of caspase 3, PARP, and GSDME was reduced after EVAD treatment in HepG2 and MHHC97H cells (Figures 3F,G). These observations collectively confirmed that CBD-induced pyroptosis in HCC cells was dependent on activation of the caspase3/GSDME pathway.

**FIGURE 3:**
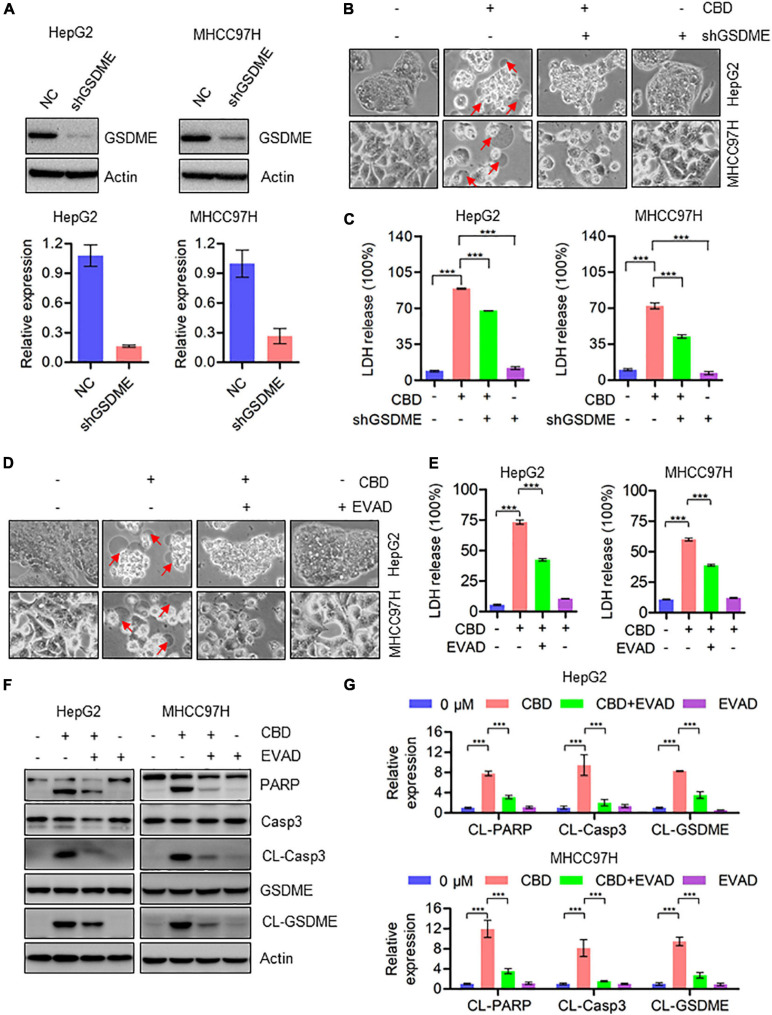
Activation of caspase3/GSDME axis is essential for CBD-induced pyroptosis. **(A)** Western blot was performed to detect the efficiency of GSDME knockdown in HepG2 and MHCC97H cells. Actin was used as a loading control. The graphs represent the mean ± SD. **(B)** Representative morphological changes in control and GSDME knockdown HepG2 and MHCC97H cells after CBD exposure. **(C)** LDH release assays were performed on control and GSDME knockdown HepG2 and MHCC97H cells after CBD administration. **(D)** Representative morphological changes in CBD-treated HepG2 and MHCC97H cells with or without EVAD. **(E)** LDH release assays were performed on CBD-exposed HepG2 and MHCC97H cells in the presence or absence of EVAD. **(F,G)** Western blot analysis of PARP, Caspase-3, CL-Caspase-3, GSDME, and CL-GSDME in CBD (40 μM) treated HepG2 and MHCC97H cells with or without EVAD after 24 h, and actin was used as a loading control. The graphs represent the mean ± SD. The meaning of ‘*‘ is statistically significant. ***p < 0.001.

### CBD Triggers Mitochondrial Dysfunction by Suppressing the Transcription of Mitochondrial Component Molecules

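HepG2 and MHCC97H are human hepatocellular carcinoma (HCC) cell lines. For each line, RNA sequencing gave 2 control libraries and 2 libraries from cells exposed to 40 μM CBD for 24 h, 8 libraries in all. The sample labels describe the control cells as untreated, while the cell culture methods of the paper name DMSO as the vehicle of drug treatments in general, so they are called controls here. The authors deposited the number of reads counted on each of 58735 genes, as whole counts without normalization. The methods name FastX and cutadapt for trimming and FastX and ShortRead for filtering of the reads. The paper's text does not name the aligner, the counting tool or the annotation, nor whether counting used the strand. All 58735 Ensembl identifiers matched GENCODE release 29 on GRCh38, from which symbols and coordinates were taken. The counts of the HepG2 controls summed to 16965081 and 17247021, and those of CBD-treated HepG2 cells to 18211360 and 18321635. In MHCC97H, the totals were 18493853 and 17886347 in the controls and 16358595 and 17047301 after CBD. The paper's methods give 11 M reads (M, mega) as an average for a low-input protocol, and the values here use the deposited totals, with a median of 17.6 M. Replicates were compared before use. The chi-square statistic between replicates was 52.2 per degree of freedom in the HepG2 controls, 4.29 in CBD-treated HepG2 cells, 5.46 in the MHCC97H controls and 2.44 in CBD-treated MHCC97H cells, so no pair differed by less than the sampling noise.
The counts were normalized with edgeR's TMM method, and 16788 genes passed its expression filter. A single quasi-likelihood model over the 4 groups gave the log2 fold change of CBD against control in each line and the difference between the lines, which is the MHCC97H value minus the HepG2 value. Levels are given as TMM-normalized CPM (counts scaled to a common library of 1 M), as mean ± SD of n = 2 libraries. At a Benjamini-Hochberg adjusted p under 0.05, 10653 genes (63.5%) differed between CBD and control in HepG2, 5291 higher and 5362 lower. In MHCC97H, 6107 genes (36.4%) differed, 3073 higher and 3034 lower. With an absolute log2 fold change of at least 1 also required, which can only lower the counts, 7552 genes were called in HepG2 and 2977 in MHCC97H. Among the other alternatives, the HepG2 count moved most with at least 10 counts in every library, to 8023, and the MHCC97H count with a separate fit for each line, to 9420. The separate fit called 9163 genes in HepG2, so the larger HepG2 count depended on the single model. That model shares the dispersion of each gene between the lines, so the noise of the HepG2 controls also enters the MHCC97H tests. For 7333 genes, the responses of the lines differed. In HepG2, the log2 fold changes rose with the GC content of the transcripts, from a median of −0.48 in the tenth of genes with the lowest GC content to 1.79 in the tenth with the highest, while the MHCC97H medians of the same GC classes were 0.10 and 0.01. The HepG2 control replicates also differed along GC content, with a change of −1.05 between these classes in replicate 2 against replicate 1. Lists of genes were tested with limma's camera, which sets a list against all other genes with a preset correlation of 0.01 between genes. Of 30 lists, camera gave an adjusted p under 0.05 for 17 in HepG2, 16 in MHCC97H and 8 for the difference between the lines. All of these calls held under limma's fry test except that of the cytosolic ribosomal proteins in MHCC97H. With the correlation estimated from the libraries, 0 lists had an adjusted p under 0.05, and 6, 4 and 3 of the respective calls had an unadjusted p under 0.05.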

To investigate the molecular mechanisms underlying CBD induced cell pyroptosis, RNA sequencing was performed on HepG2 and MHCC97H cells, which have been treated with CBD for 24 h. A GO enrichment analysis was conducted by cluster Profiler package and a GO dot plot drawn. A circle diagram of GO was further obtained using the GO plot package. 

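Families of mitochondrial genes, defined by their symbols, were tested among the genes that fell after CBD with a one-sided Fisher's exact test against all 16788 tested genes, because GO annotation was not used here. The families were the mtDNA-encoded mRNAs, the nuclear-encoded subunits of the respiratory chain, the mitochondrial ribosomal proteins, the import machinery, the mitochondrial aminoacyl-tRNA synthetases and the carriers, with 253 tested genes together. Their content was not matched to the paper's GO terms, so the odds ratios are not directly comparable with its enrichment. In HepG2, 109 of the 253 genes (43.1%) were lower after CBD, against 31.9% of all tested genes, an odds ratio of 1.63 (adjusted p = 3.90e-04, Fisher's exact test). In MHCC97H, 61 (24.1%) were lower against 18.1% of all tested genes, an odds ratio of 1.45 (adjusted p = 0.0228, Fisher's exact test). Genes that rose were fewer, 65 in HepG2 and 13 in MHCC97H. The result depended on how the changed genes were chosen. Among genes changed in either direction, the odds ratio was 1.27 in HepG2 (adjusted p = 0.108) and 0.72 in MHCC97H (adjusted p = 1.000), and among lower genes with an absolute log2 fold change of at least 1 it was 1.09 (adjusted p = 0.483) and 0.54 (adjusted p = 0.999). No single one of these families passed the threshold at this fold change in either line, and among genes changed in either direction only the mtDNA-encoded mRNAs in MHCC97H did (odds ratio 9.63). With DESeq2 in place of edgeR, it was 2.74 in HepG2 (adjusted p = 1.19e-13) and 1.63 in MHCC97H (adjusted p = 0.00324), and these adjusted p-values are the lowest over the alternatives of each line. DESeq2 tested 23015 genes in HepG2, 4795 of them lower, with 108 of 260 genes of the families lower, so its larger HepG2 odds ratio comes with a larger background and not with more lower mitochondrial genes. With a correction for GC content, chosen after the data were seen, the MHCC97H odds ratio was 1.33 (adjusted p = 0.0578).
The families contributed unequally. Of the 13 mtDNA-encoded mRNAs, 9 were lower in HepG2 (odds ratio 4.80, adjusted p = 0.0161, Fisher's exact test) and 11 in MHCC97H (25.02, adjusted p = 3.60e-06). Of the 81 nuclear-encoded subunits, 36 were lower in HepG2 (odds ratio 1.71, adjusted p = 0.0243, Fisher's exact test) and 11 in MHCC97H (0.71, adjusted p = 0.986). The HepG2 odds ratios of these 2 families were 1.96 and 1.28 after the GC correction, no longer past the threshold. In HepG2, the mitochondrial ribosomal proteins were over-represented among lower genes, with 34 of 77 (odds ratio 1.69, adjusted p = 0.0270, Fisher's exact test), while in MHCC97H 15 of 77 were lower (odds ratio 1.10, adjusted p = 0.599). The aminoacyl-tRNA synthetases were over-represented in MHCC97H, with 10 of 17 (odds ratio 6.49, adjusted p = 6.85e-04), and in HepG2 9 of 17 were lower (odds ratio 2.40, adjusted p = 0.0839). The import machinery and the carriers were not over-represented in HepG2 (odds ratios 1.07 and 0.99) or in MHCC97H (odds ratios 1.87 and 0.93). By median log2 fold change, the ribosomal proteins stood at −0.19 in HepG2 (camera adjusted p = 0.154) and −0.13 in MHCC97H (0.100), and the synthetases at −0.55 in HepG2 (0.154) and −0.55 in MHCC97H (9.31e-04). The import machinery had medians of 0.08 (camera adjusted p = 0.846) and −0.20 (0.377), and the carriers 0.09 (0.675) and −0.20 (0.492), in HepG2 and MHCC97H. By camera, no difference between the lines passed the threshold for these 4 families. Adjusted over the list alone, 34 ribosomal proteins were lower and 19 higher in HepG2, and 13 were lower and 2 higher in MHCC97H. For the synthetases, these counts were 9 lower and 4 higher in HepG2, and 11 lower in MHCC97H. The import machinery had 9 lower and 12 higher in HepG2, and 7 lower and 3 higher in MHCC97H, and the carriers 13 lower and 15 higher, and 7 lower and 5 higher. Without HepG2 control replicate 1 and without control replicate 2, the HepG2 medians were −0.07 and −0.40 for the ribosomal proteins, 0.30 and 0.05 for the import machinery and 0.27 and 0.04 for the carriers, and the MHCC97H median of the carriers was −0.12 without control replicate 2. Fry also called the synthetases in HepG2. With DESeq2, also 9 of the 17 were lower there, an odds ratio of 4.28 against its larger background. The HepG2 median of the carriers was −0.13 among genes with at least 10 counts in every library. In MHCC97H the ribosomal proteins passed camera's threshold only among genes with at least 10 counts in every library (adjusted p = 0.0328, from 0.0328 to 0.817 over the alternatives).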

Interestingly, the results confirmed that the differentially expressed genes were significantly enriched in the GO cellular component (CC) of the mitochondrial matrix, mitochondrial inner membrane, and mitochondrial protein complex (Figure 2A) in both cell lines exposed to CBD. Furthermore, the five most significant cellular component (CC) terms related to the differentially expressed genes of CBD-treated HepG2 and MHCC97H cells were depicted (Figure 2B). 

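Families of DNA replication genes and of kinetochore and centromere genes were used for the chromosomes. Of 44 tested DNA replication genes, 34 were lower after CBD in HepG2, an odds ratio of 7.28 (adjusted p = 8.11e-09, Fisher's exact test), and 20 were lower in MHCC97H, an odds ratio of 3.80 (adjusted p = 1.31e-04). Their median log2 fold change was −1.01 in HepG2 (camera adjusted p = 4.23e-06) and −0.40 in MHCC97H (0.00629). Of 45 kinetochore and centromere genes, 33 were lower in HepG2 (odds ratio 5.89, adjusted p = 7.11e-08), with a median of −1.19 (camera adjusted p = 1.75e-05). In MHCC97H, 11 of the 45 were lower (odds ratio 1.47, adjusted p = 0.295), with a median of −0.28 (camera adjusted p = 0.0753). This MHCC97H list passed camera's threshold among genes with at least 10 counts in every library (adjusted p = 0.0324), in a separate fit for each line (0.0345), under fry (7.03e-04) and with a GC correction chosen after the data were seen (0.0303), and over all alternatives its adjusted p ran from 7.03e-04 to 0.318. Among genes changed in either direction, the replication family had an odds ratio of 4.50 in HepG2 (adjusted p = 0.00174) and 2.10 in MHCC97H (0.0523), against 2.67 (0.0253) and 0.79 (1.000) for the kinetochore and centromere family. Among lower genes with an absolute log2 fold change of at least 1, these families were over-represented in HepG2 (odds ratios 3.87 and 4.42) and not in MHCC97H (0.74 and 0.99). The GC correction brought the MHCC97H kinetochore and centromere family past the threshold of Fisher's exact test (odds ratio 2.19). With the replicate number in the model as well, it was not past the threshold (odds ratio 1.90, adjusted p = 0.0775, Fisher's exact test). Adjusted over the list alone, 34 replication genes were lower in HepG2 and 21 in MHCC97H, against 34 and 9 kinetochore and centromere genes. The falls were larger in HepG2, with median differences between the lines of 0.96 for the replication genes (camera adjusted p = 4.28e-05) and 0.95 for the kinetochore and centromere genes (9.75e-05).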

The circle diagram showed that CBD mainly impacts on the terms of mitochondrial matrix and chromosomal region, and the mitochondrial-related genes occupied half of the ratio. 

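Supplementary Figure 3A draws 54 genes of the respiratory chain complexes without naming the cell line, and 51 of them passed the expression filter. In HepG2, 39 of the 51 were lower after CBD and 6 higher, with a median log2 fold change of −1.02 (camera adjusted p = 9.54e-06). In MHCC97H, 21 were called, all of them lower, with a median of −0.32 (camera adjusted p = 0.00229). Adjusted over the list alone, 40 were lower and 7 higher in HepG2, and 22 were lower in MHCC97H. The study drew this list and those of Figure 5C and Supplementary Figure 4A from the same libraries. Neither the counts adjusted over the list alone nor the camera and fry tests of these lists are therefore independent evidence. The list is poorer in GC than the other genes, with a median GC content under the 48.2% of all tested genes. The largest moves of the HepG2 median among the alternatives came with a GC correction chosen after the data were seen, which gave −0.48 (adjusted p = 0.00266, from 5.27e-06 to 0.191 over the alternatives). The fall was larger in HepG2 than in MHCC97H by a median of 0.61 per gene (camera adjusted p = 0.00716 for the difference), and that difference was 0.14 (adjusted p = 0.381, from 0.00223 to 0.521 over the alternatives) after the GC correction. Without the pseudogenes and the V-ATPase genes, which are not respiratory chain subunits, the medians of the 46 remaining genes were −1.02 in HepG2 (camera adjusted p = 5.27e-06) and −0.44 in MHCC97H (0.00164). These remaining genes still hold assembly factors such as SDHAF3 and COX11.
Of all 13 mRNAs encoded by mtDNA, 9 were lower in HepG2 (median −0.81, camera adjusted p = 0.0166) and 11 in MHCC97H (median −0.76, camera adjusted p = 1.99e-04). Adjusted over the list alone, 10 were lower and 1 higher in HepG2, and 13 were lower in MHCC97H. The HepG2 median was −1.14 without control replicate 1 and −0.45 without control replicate 2, and −0.33 (adjusted p = 0.240, from 0.00700 to 0.585 over the alternatives) after the GC correction. Nuclear copies of mtDNA can share reads with these genes, so their levels are uncertain. Of all 81 nuclear-encoded subunits, whether drawn in the figure or not, 36 were lower and 17 higher in HepG2 (median −0.32, camera adjusted p = 0.0717), and 11 were lower and 3 higher in MHCC97H (median −0.11, camera adjusted p = 0.180). Adjusted over the list alone, 36 were lower and 17 higher in HepG2, and 5 were lower and 2 higher in MHCC97H. Among genes with at least 10 counts in every library, the medians were −0.40 (adjusted p = 0.0333, from 0.0333 to 0.853 over the alternatives) and −0.14 (0.0487, from 0.0487 to 0.818). The HepG2 median of the nuclear-encoded subunits was −0.00 after the GC correction, with 29 lower and 19 higher and the list not called. It was −0.06 without control replicate 1 and −0.51 without control replicate 2, and in MHCC97H −0.18 without control replicate 2.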

Consistent with these results, it was also observed that there was a decreased transcription of mitochondrial respiratory chain complex subunits (Supplementary Figure 3A), indicating that the mitochondrial component proteins may play roles in CBD regulation. Subsequently, the overall mitochondrial oxygen consumption rate (OCR) was measured using a Seahorse XF96 flux, a measurement of mitochondrial OXPHOS. OCR was dramatically decreased after CBD treated in HCC cells (HepG2, HUH7, and MHCC97H) (Figure 4C), accompanied by a significant reduction of OCR indices as basal respiration, ATP production, and maximal respiration (Supplementary Figure 3B). Based on mitochondrial bioenergetics, mitochondrial membrane depolarization and loss of membrane potential was observed (Figure 4D). Moreover, we verified that OPA1, a crucial mitochondrial dynamics associated protein, was cleaved in response to CBD exposure. However, there was no effect on other dynamics associated proteins such as MFN1 and MFN2 (Figures 4E,F). In summary, CBD could trigger mitochondrial stress and dysfunction by restraining the transcription of mitochondrial component proteins.

**FIGURE 4:**
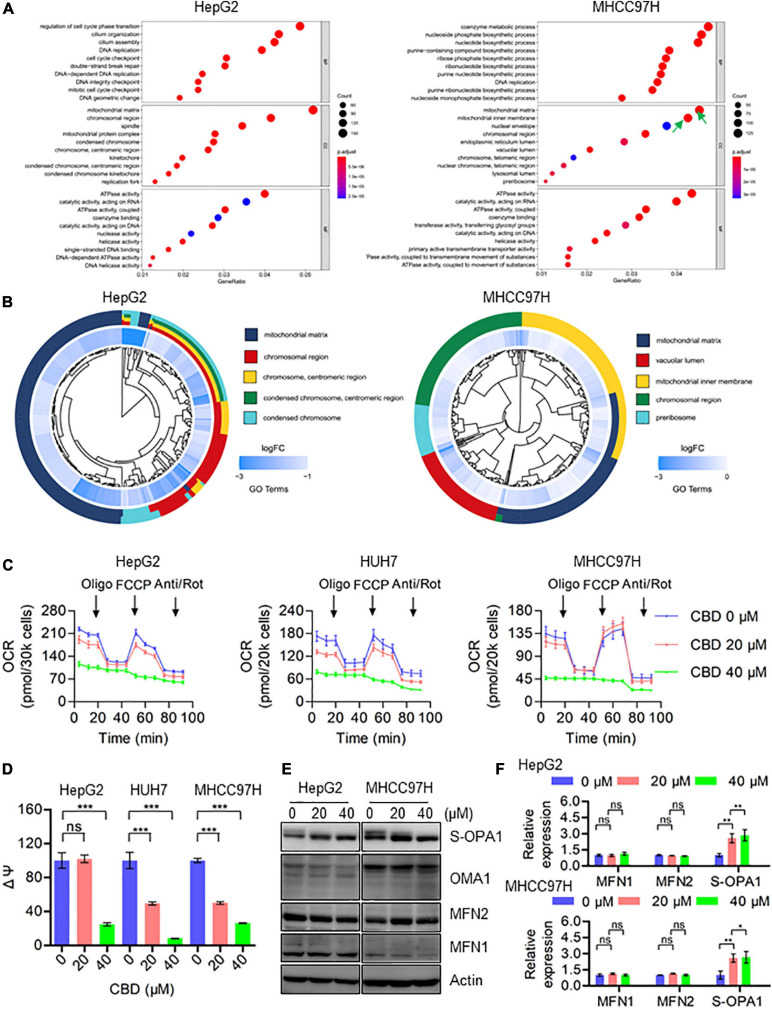
CBD triggers mitochondria dysfunction by suppressing the transcription of mitochondrial component proteins. **(A)** The enriched GO terms in the biological process (BP), cellular component (CC), and molecular function (MF) in HepG2 and MHCC97H cells after CBD treatment for 24 h. **(B)** We selected the significantly changed genes of cellular component (CC) to conduct the functional analysis and found that the **DEGs (differentially expressed genes)** were significantly enriched in mitochondria-related items in HepG2 and MHCC97H cells after CBD treatment for 24 h. **(C)** The intact cellular oxygen consumption rate (OCR) of CBD treated HepG2, HUH7, and MHCC97H cells in the indicated conditions was measured in real time using the Seahorse XF96 Extracellular Flux Analyzer. Basal OCR was measured at three time points, followed by sequential injection of the ATP synthase inhibitor oligomycin (1 μM), the uncoupler FCCP (1 μM), the complex I inhibitor rotenone (1 μM), and the complex III inhibitor antimycin A (1 μM). **(D)** Mitochondrial membrane potential was detected by JC-1 staining in CBD-treated HepG2, HUH7, and MHCC97H cells. **(E,F)** Western blot analysis of OPA1, MFN1, MFN2, and OMA1 in CBD treated HepG2 and MHCC97H cells after 24 h. Actin was used as a loading control. The graphs represent the mean ± SD. The meaning of ‘*‘ is statistically significant. *p < 0.05, **p < 0.01, ***p < 0.001, n.s. represents no significance.

### Activation of ATF4–CHOP Axis Triggers GSDME-Mediated Pyroptosis in Response to CBD

To further elucidate the correlation between mitochondrial dysfunction and cell pyroptosis, RNA-sequence data was analyzed. It was found that the pro-apoptotic factors of the BCL-2 family such as BAX, BAK, and BAD, which are upstream of caspase-3, were dramatically induced in CBD-treated HCC cells, indicating that CBD could activate caspase-3 dependent factors (Supplementary Figure 4A). 

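BAX lies on chromosome 19 of GRCh38 from 48954815 to 48961798, BAK is the product of BAK1 on chromosome 6 from 33572547 to 33580293, and BAD lies on chromosome 11 from 64269830 to 64284704, where it overlaps GPR137. BAX in HepG2 was 47.3 ± 24.2 CPM (SD, n = 2) in controls and 100 ± 2.16 CPM after CBD, a log2 fold change of 1.08 (standard error 0.28, adjusted p = 0.00726 from edgeR's quasi-likelihood test). BAX counts of the HepG2 control replicates were 1156 and 526, and the log2 fold change was 1.75 without control replicate 1 and 0.62 without control replicate 2. A GC correction, chosen after the data were seen, moved it most, to 0.29 (adjusted p = 0.171, from 4.20e-04 to 0.171 over the alternatives). In MHCC97H, BAX was 118 ± 9.14 CPM in controls and 99.7 ± 4.98 CPM after CBD, a log2 fold change of −0.24 (standard error 0.27, edgeR adjusted p = 0.534). In a separate fit of MHCC97H alone, BAX was called lower, at −0.20 (adjusted p = 0.0166, from 0.0166 to 0.582 over the alternatives). BAK1 in HepG2 rose from 8.31 ± 3.15 to 65.5 ± 0.233 CPM, a log2 fold change of 2.98 (standard error 0.24, edgeR adjusted p = 6.03e-06). In MHCC97H it was 29.9 ± 4.90 and 30.5 ± 0.615 CPM, a log2 fold change of 0.03 (standard error 0.22, edgeR adjusted p = 0.950), with 0.21 without control replicate 1 and −0.13 without control replicate 2. BAD in HepG2 rose from 0.618 ± 0.388 to 7.07 ± 0.991 CPM, a log2 fold change of 3.49 (standard error 0.32, edgeR adjusted p = 1.50e-05). It was 2.96 without control replicate 2 and 4.35 without control replicate 1. After the GC correction, BAD stood at 1.63 in HepG2 and was still called (edgeR adjusted p = 5.95e-04). In MHCC97H it was 20.2 ± 1.09 and 26.0 ± 2.15 CPM, a log2 fold change of 0.37 (standard error 0.21, edgeR adjusted p = 0.197), and the separate fit called it higher, at 0.41 (adjusted p = 0.00221, from 0.00221 to 0.298 over the alternatives). The difference between the lines was −1.32 for BAX (edgeR adjusted p = 0.0215), −2.95 for BAK1 (1.08e-04) and −3.12 for BAD (2.59e-04). After the GC correction, BAX no longer differed between the lines (−0.50, adjusted p = 0.129, from 0.00331 to 0.129 over the alternatives).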

We further detected the ATF4/CHOP axis, which has been proven to be an upstream transcription factor of the BCL-2 family (Mariano et al., 1996; Tsukano et al., 2010; Lurlaro and Muñoz-Pinedo, 2016). It was observed that p-eIF2-α, ATF4, ATF3, and CHOP were significantly induced both *in vivo* and *in vitro* after CBD administration (Figures 5A,B and Supplementary Figures 4B,C). Furthermore, to confirm the upstream regulator of the ATF4/CHOP pathway, the changes among ER stress transcripts, mt-UPR and ISR, were analyzed from the RNA-sequence data after CBD exposure. 

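Figure 5C draws 13 ER stress genes and 7 genes of the mitochondrial unfolded protein response (mt-UPR). The median log2 fold change of the ER stress genes after CBD was 1.01 in HepG2 (camera adjusted p = 0.0115), with 9 higher and 1 lower, and 1.27 in MHCC97H (camera adjusted p = 2.58e-08), with all 13 higher. The counts adjusted over the list alone were the same, 9 and 1 in HepG2 and 13 in MHCC97H. Among the alternatives, leaving out a library moved the HepG2 median most, to 0.86 without control replicate 1 and 1.16 without control replicate 2. The adjusted p was above 0.05 only with an estimated correlation between genes, at 0.191 in HepG2 and 0.0931 in MHCC97H (from 1.16e-06 to 0.191 and from 1.01e-08 to 0.0931 over the alternatives). HSPA5, on chromosome 9 from 125234853 to 125241330, rose from 1478 ± 116 to 6206 ± 53.6 CPM in HepG2 (log2 fold change 2.07, edgeR adjusted p = 4.41e-07) and from 652 ± 9.33 to 3974 ± 8.01 CPM in MHCC97H (2.61, 9.65e-07). HERPUD1 had the largest rise of the list in HepG2 (3.28, edgeR adjusted p = 3.21e-07) and in MHCC97H (3.80, 1.14e-06). XBP1 rose by 1.38 (edgeR adjusted p = 5.06e-06) and 1.27 (3.99e-05), EIF2AK3 by 1.89 (6.27e-05) and 2.07 (1.91e-04). PDIA3 fell in HepG2 (−0.41, edgeR adjusted p = 0.00399) and rose in MHCC97H (0.98, 8.85e-05), a difference of 1.40 (5.94e-05). Its HepG2 value was 0.13 after a GC correction chosen after the data were seen, and a separate fit of HepG2 did not call it (−0.39).
The 7 mt-UPR genes had a median of 0.74 in HepG2 (camera adjusted p = 0.0503) and 0.08 in MHCC97H (camera adjusted p = 0.460). In HepG2, 6 were higher and 1 lower, and in MHCC97H 2 were called, both higher, also when adjusted over the list alone. The HepG2 list passed the threshold under fry (adjusted p = 5.95e-04) and with library sizes without mtDNA-encoded genes (0.0494), and its adjusted p ran up to 0.244 over the alternatives. In HepG2, the log2 fold changes were 1.91 for CLPP (edgeR adjusted p = 4.09e-05), 1.74 for ATF5 (1.28e-05), 1.54 for LONP1 (5.11e-05), 0.74 for HSPA9 (1.75e-04), 0.56 for AFG3L2 (0.00206) and 0.40 for HSPD1 (0.00443). HSPE1 fell by 0.75 (edgeR adjusted p = 0.00233). LONP1 was not called in HepG2 after the GC correction (0.14), while the other 6 stayed called, CLPP at 0.32 and ATF5 at 0.75. In MHCC97H, LONP1 rose by 0.79 (edgeR adjusted p = 0.00617) and HSPA9 by 0.55 (0.00278), and the other 5 were not called, from −0.30 for HSPE1 to 0.31 for ATF5. HSPE1 stood at −0.45 without MHCC97H control replicate 2 and at −0.13 without control replicate 1. A separate fit of MHCC97H called ATF5 (0.34) and HSPD1 (0.12) higher and HSPE1 lower (−0.26), and the GC correction also called ATF5 higher (0.33). Of these genes, HSPD1 overlaps HSPE1, LONP1 overlaps RPL36, AFG3L2 overlaps TUBB6 and ATF5 overlaps NUP62. The difference between the lines did not pass camera's threshold for the ER stress genes (median 0.52, adjusted p = 0.130) or the mt-UPR genes (−0.73, 0.130), and fry called both (2.48e-05 and 0.00762, with up to 0.521 over the alternatives for each).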

The data showed that the ER stress-related genes were slightly increased, while no significant changes in mt-UPR-related genes were seen. However, an appreciable induction of ISR targeted genes was seen after CBD administration (Figure 5C), suggesting that CBD could cause the activation of ATF4 in an ISR-dependent pathway. 

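The ISR list of Figure 5C holds 9 genes, IGFBP1, ATF3, DDIT3, PPP1R15A, HMOX1, TRIB3, GCLC, CHAC1 and ASNS. Their median log2 fold change after CBD was 4.43 in HepG2 (camera adjusted p = 1.75e-05) and 3.68 in MHCC97H (camera adjusted p = 1.73e-07). All 9 were called higher in each line, also when adjusted over the list alone. The HepG2 call of CHAC1 (edgeR adjusted p = 0.0371) rested on counts near 0, and DESeq2 did not make it (adjusted p = 0.0729). CHAC1 had 0 and 0 counts in the HepG2 controls and 3 and 1 after CBD, at or under the floor of 3 counts, so no fold is given for it there, and the HepG2 median without it was 4.94. The alternative that moved the HepG2 median most was a separate fit for each line, at 4.97. ATF3, on chromosome 1 from 212565334 to 212620777, rose from 4.29 ± 1.27 to 730 ± 5.39 CPM in HepG2 (log2 fold change 7.41, standard error 0.19, edgeR adjusted p = 3.24e-08) and from 9.66 ± 0.163 to 816 ± 11.9 CPM in MHCC97H (6.40, standard error 0.18, 3.36e-07). DDIT3, which encodes CHOP and lies on chromosome 12 from 57516588 to 57521737, rose from 7.90 ± 1.76 to 171 ± 13.7 CPM in HepG2 (4.43, edgeR adjusted p = 1.26e-07) and from 29.5 ± 1.12 to 650 ± 7.82 CPM in MHCC97H (4.46, 6.87e-07). It overlaps MARS and MBD6. PPP1R15A rose by 6.86 in HepG2 (edgeR adjusted p = 3.24e-08) and 3.68 in MHCC97H (1.03e-06). ASNS rose by 5.46 in HepG2 (edgeR adjusted p = 3.51e-06) and 4.11 in MHCC97H (8.71e-05), from 3 and 14 counts in the HepG2 controls and 8 and 12 in the MHCC97H controls. HMOX1 rose by 5.44 in HepG2 (edgeR adjusted p = 8.09e-07) and 1.20 in MHCC97H (0.00570), and TRIB3 by 4.38 (1.73e-07) and 1.89 (4.06e-05). CHAC1 in MHCC97H rose from 1.57 ± 0.258 to 10.2 ± 0.614 CPM (2.69, edgeR adjusted p = 2.16e-04). The smallest rise in MHCC97H was that of GCLC, 0.42 (edgeR adjusted p = 0.0142). The median difference between the lines was −1.53 and did not pass camera's threshold (adjusted p = 0.130), and fry called it (from 0.00223 to 0.521 over the alternatives). From the larger induction of the ISR genes than of the ER stress and mt-UPR genes, the paper proposes that CBD activates ATF4 through the ISR.

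**Figure D1:**
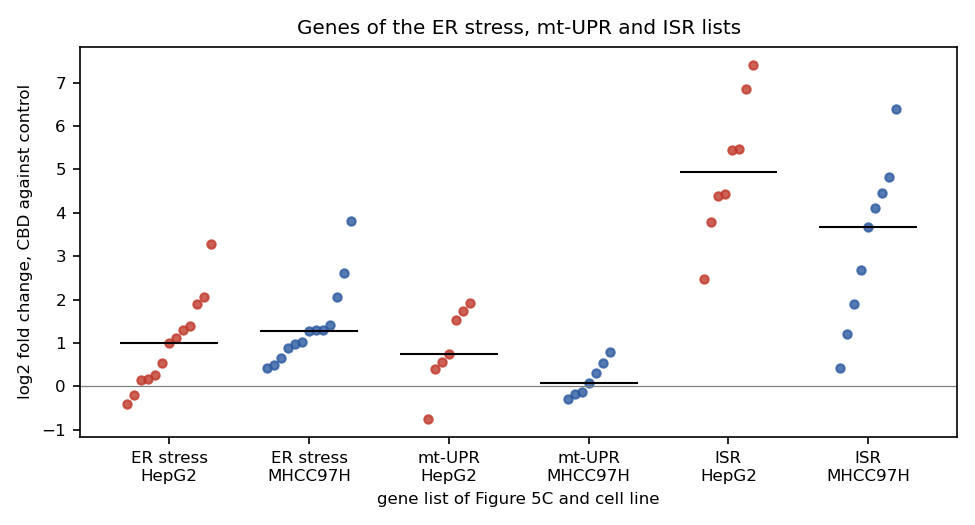
Log2 fold change of CBD against control for each gene of the ER stress, mt-UPR and ISR lists in HepG2 and MHCC97H, with 1 circle per gene and black bars for medians, and without CHAC1 in HepG2. The ISR medians are 4.94 in HepG2 and 3.68 in MHCC97H, above the ER stress medians of 1.01 and 1.27 and the mt-UPR medians of 0.74 and 0.08.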

In order to further confirm the mechanism, CBD was added along with ISRIB (an ISR inhibitor) (Sidrauski et al., 2015). This resulted in the downregulation of pyroptotic morphologies and LDH release triggered by CBD with or without ISRIB in HepG2 and MHCC97H cells (Figures 5D,E). Moreover, similar results were observed by Western blotting data derived from HepG2 and MHCC97H cells exposed to CBD in the presence or absence of ISRIB (Figure 5F and Supplementary Figure 4D). These observations demonstrated that CBD exposure could lead to HCC cell pyroptosis as a result of inducing ISR-dependent ATF4 activation.

**FIGURE 5:**
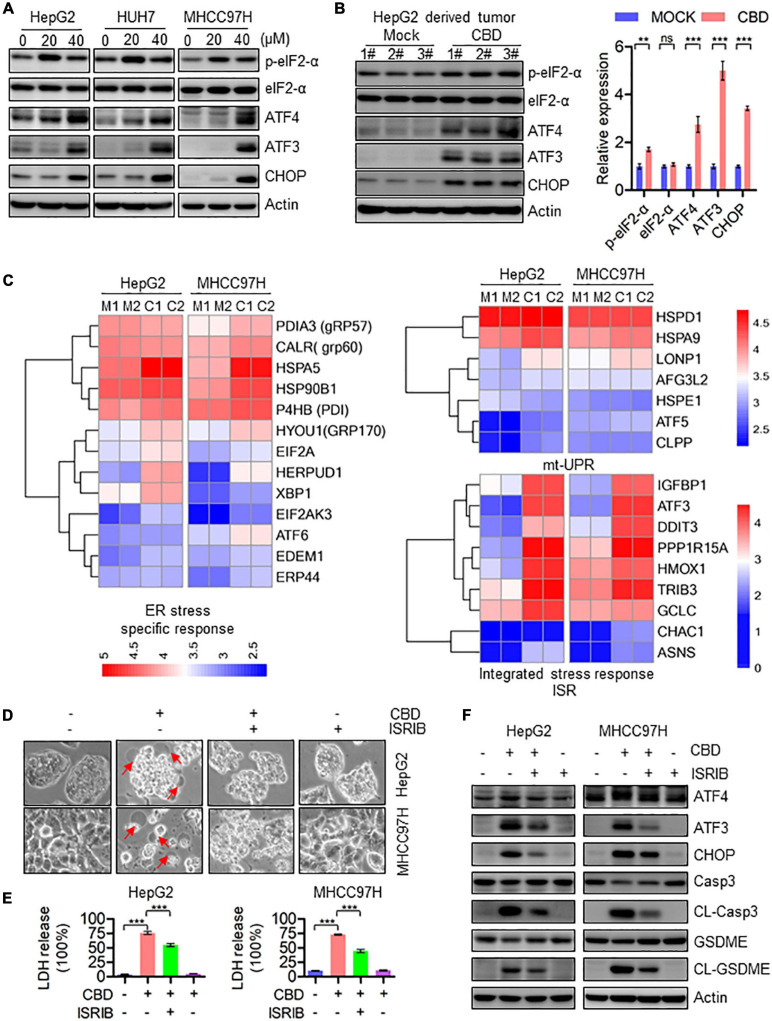
Activation of ATF4/CHOP pathway triggers the GSDME-mediated pyroptosis in response to CBD treatment. **(A)** Western blot analysis of p-eIF2-α, eIF2-α, ATF4, ATF3, and CHOP in CBD treated HepG2, HUH7, and MHCC97H cells after 24 h. Actin was used as a loading control. **(B)** Western blot analysis of p-eIF2-α, eIF2-α, ATF4, ATF3, and CHOP in CBD administrated tumor tissues derived from HepG2 cells. Actin was used as a loading control. The graphs represent the mean ± SEM. **(C)** Heat map analysis from RNA-sequence data in CBD exposed HepG2 and MHCC97H cells for 24 h. **(D)** Representative morphological changes in CBD-treated HepG2 and MHCC97H cells in the presence or absence of ISRIB. **(E)** LDH release was performed on CBD-exposed HepG2 and MHCC97H cells with or without ISRIB. **(F)** Caspase-3, CL-Caspase-3, GSDME, CL-GSDME, ATF4, ATF3, and CHOP were detected by Western blotting in CBD (40 μM) administrated HepG2 and MHCC97H cells in the presence or absence of ISRIB after 24 h. **p < 0.01, ***p < 0.001, n.s. represents no significance.

### CBD, Which Inhibits Cell Glycolysis Through Repressing AKT–GSK3β Axis, Is Dependent on ATF4 Activation

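IGFBP1 lies on chromosome 7 from 45888357 to 45893668. In HepG2, it was 47.5 ± 14.2 CPM (SD, n = 2) in controls and 653 ± 7.05 CPM after CBD, a log2 fold change of 3.78 (standard error 0.20, edgeR adjusted p = 5.51e-07). In MHCC97H, it was 15.8 ± 1.68 and 445 ± 17.9 CPM, a log2 fold change of 4.82 (standard error 0.21, edgeR adjusted p = 1.30e-06). The rise was larger in MHCC97H by 1.04 on the log2 scale (edgeR adjusted p = 0.00969). With each library left out in turn, the log2 fold change stayed between 3.49 and 4.14 in HepG2 and between 4.71 and 4.93 in MHCC97H.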

Based on the heat map data, it was indicated that IGFBP1 was a downstream target of ATF4, activated by ISR (Figure 5C). Therefore, IGFBP1 expression was assessed after CBD treatment with or without ISRIB. The Western blot data showed that IGFBP1 was downregulated when CBD and ISRIB were added together, compared to CBD treatment alone (Supplementary Figure 5A). IGFBP1 has been shown to be a metabolic regulator under stress conditions in some cancer types (Inagaki et al., 2008; Seferovic et al., 2009), and enhanced glycolytic capacity is considered to be a hallmark of cancer. It was therefore considered that CBD could regulate glycolysis as a means to control cell survival under stress. Interestingly, it was observed that CBD could depress the overall aerobic glycolytic rate in HepG2 and MHCC97H cells (Figure 6A). Conversely, the basal glycolysis, glycolytic capacity, and glycolytic reverse were decreased in CBD-treated HepG2 and MHCC97H cells (Supplementary Figure 5B). Consistent with the data that showed that CBD suppressed ECAR in HCC cells, it was observed that glucose absorption in CBD-treated HepG2 and MHCC97H cells was inhibited (Figure 6B and Supplementary Figure 5C). Moreover, it was shown that CBD can repress the AKT/GSK3β axis accompanied by the induction of IGFBP1 *in vivo* and *in vitro* (Figures 6C,D). Consequently, it was suspected that CBD could depress cell glycolysis in the IGFBP1/AKT/GSK3β axis. Therefore, IGFBP1 stable knockdown HepG2 cells were constructed. It was found that the down-regulation of the overall aerobic glycolytic rate, basal glycolysis, and glycolytic capacity caused by CBD can be rescued by IGFBP1 depletion (Figures 6E,F). A similar result was seen by immune-blotting, where depletion of IGFBP1 can rescue the depression of AKT/GSK3β axis triggered by CBD (Figure 6G). Furthermore, it was found that IGFBP1-knockdown cells were less sensitive to CBD compared to the control cells (Figure 6H). These results revealed that CBD could inhibit glycolysis *via* an ISR-dependent ATF4/IGFBP1/AKT/GSK3β axis.

**FIGURE 6:**
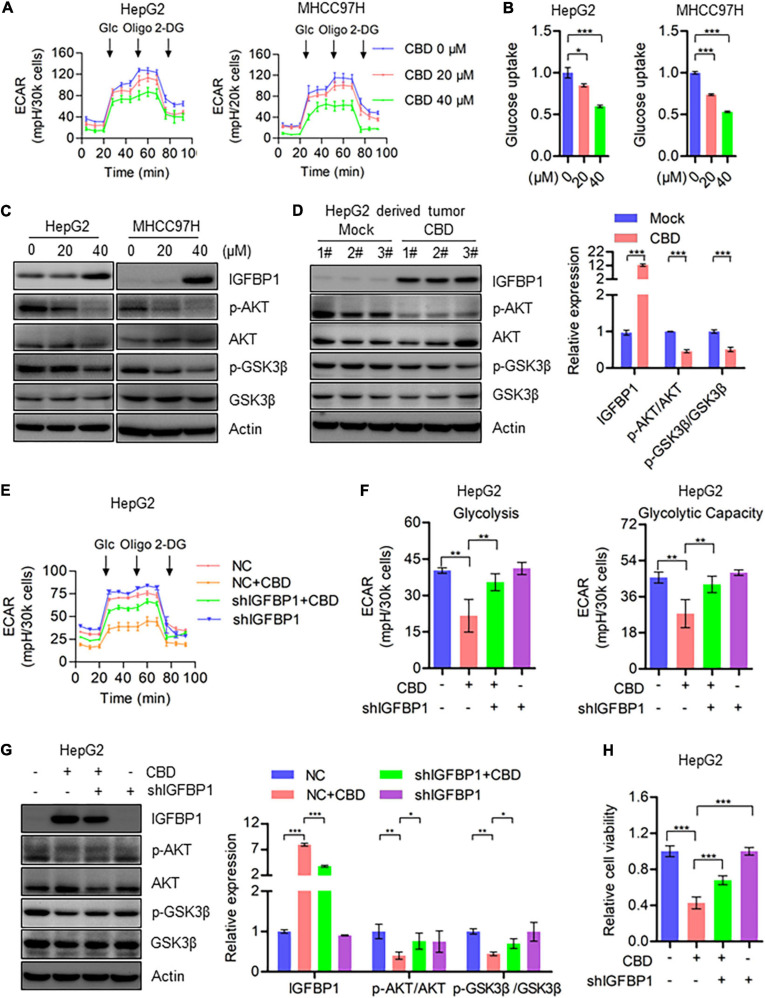
CBD inhibits cell glycolysis through repressing AKT/GSK3β axis. **(A)** Extracellular acidification rate (ECAR) of CBD treated HepG2 and MHCC97H cells in the indicated conditions was measured in real time using the Seahorse XF96 Extracellular Flux Analyzer. Basal ECAR was measured at three time points, followed by sequential injection of glucose (10 mM), oligomycin (1 μM), and 2-DG (100 mM). Data are presented as mean ± SD. **(B)** Glucose uptake was detected by 2-NBDG staining in CBD-treated HepG2, HUH7, and MHCC97H cells. **(C)** Western blot analysis of IGFBP1, p-AKT, AKT, p-GSK3β, and GSK3β in CBD treated HepG2 and MHCC97H cells after 24 h. Actin was used as a loading control. **(D)** Western blot analysis of IGFBP1, p-AKT, AKT, p-GSK3β, and GSK3β in CBD administrated tumor tissues derived from HepG2 cells. Actin was used as a loading control. The graphs represent the mean ± SEM. **(E,F)** Extracellular acidification rate (ECAR) was measured in control and IGFBP1 knockdown HepG2 and MHCC97H cells after CBD exposure. **(G)** Western blotting analysis of IGFBP1, p-AKT, AKT, p-GSK3β, and GSK3β in control and IGFBP1 knockdown HepG2 cells after CBD (40 μM) administration for 24 h. **(H)** Cell viability was determined in control and IGFBP1 depletion HepG2 cells in the presence of CBD for 24 h. The meaning of ‘*‘ is statistically significant. *p < 0.05, **p < 0.01, ***p < 0.001.

## Discussion

In this study, we have shown that CBD can effectively suppress HCC cell growth both *in vitro* and *in vivo*, which was similar to the anti-tumor activity of CBD observed in other cancer types (Hu et al., 2020). Importantly, it was shown that CBD triggers ISR-dependent ATF4 activation, which contributes to the induction of its target genes CHOP and IGFBP1. It was confirmed that induction of CHOP regulated the BCL-2 family to trigger caspase-3/GSDME dependent pyroptosis as well as depression of glycolysis by restraint of the AKT–GSK3β–IGFBP1 axis, suggesting a potential role of CBD in modulating cancer cell PCD and metabolism.

Previous studies have demonstrated that CBD treatment could effectively induce cell apoptosis in tumor cells (Sultan et al., 2018; Alharris et al., 2019; Jeong et al., 2019c; Kis et al., 2019), but whether CBD could induce pyroptosis in tumor cells remains unreported. One type of programmed cell death (PCD), pyroptosis, may provide a possible beneficial effect on tumor cell therapy (Shi et al., 2015; Wang et al., 2017). Moreover, pyroptosis is thought to be a kind of programmed necrosis mediated by gasdermin family proteins (Muller et al., 2019). Many chemotherapy drugs can induce pyroptosis through GSDME cleavage, one of the gasdermin family members (Rogers et al., 2017; Wang et al., 2017), while bacteria or LPS (Lipopolysaccharide) induces pyroptosis through GSDMD cleavage (He et al., 2015; Kayagaki et al., 2015; Shi et al., 2015). Based on the IC50 data, we treated the HCC cells with CBD (40 μM) in a time course to determine the initial time the cell death occurred. The data showed that CBD initial induced cell death at 18 h and significantly induced cell death at 24 h (Supplementary Figures 2F,G); therefore, we chose 24 h as the treatment time. In the present study, it was observed that GSDME was activated by CBD in HepG2, HUH7, and MHCC97H cells rather than GSDMD (Figure 2E and Supplementary Figure 2E). Meanwhile, it was observed that CBD induced LDH release and pyroptotic morphologies in these cells, indicated by cell swelling and accompanied by large bubbles blown from the plasma membrane (Figures 2A,C). However, this phenomenon was not observed in HCCLM3 cells after CBD treatment (Supplementary Figures 2A,B). It was also found that HCCLM3 was less sensitive to CBD treatment than the other three HCC cells (Supplementary Figure 2C). It is possible that this may be related to GSDME expression (Yang et al., 2020). Therefore, the basal expression of GSDME in LO2, HepG2, HUH7, HCCLM3, and MHCC97H cells was determined. Results in Supplementary Figure 2D showed that the expression of GSDME was significantly lower than in the other cells, indicating that the level of GSDME protein is positively correlated with the cell sensitivity to CBD exposure induced pyroptosis. Since it was indicated that CBD could induce pyroptosis in cells expressing high levels of GSDME, it was suspected that GSDME may be crucial for CBD induced pyroptosis. Therefore, GSDME stable knockdown cells were generated in HepG2 and MHCC97H cells (Figure 3A). Interestingly, it was observed that the LDH release and pyroptotic morphologies induced by CBD were weakened in GSDME-depleted HepG2 and MHCC97H cells (Figures 3B,C), suggesting that the CBD triggered cell pyroptosis was GSDME dependent. However, cleavage of caspase-3 and PARP is not affected in GSDME knockdown cells in responding to CBD treatment in HepG2 and MHCC97H cells (Supplementary Figure 6A). Consistently, flow cytometry data showed that depletion of GSDME do not rescue the cell death caused by CBD, but GSDME knockdown cells increase the proportion of Annexin V-PE single-positive cells and reduce the percentage of double-positive cells (Supplementary Figure 6B). These data indicated that the deficiency of GSDME may switch CBD-triggered cell death from pyroptosis to apoptosis (Zhang et al., 2020). Previous studies have demonstrated that GSDME-dependent pyroptosis can be activated by pro-apoptotic caspases, such as caspase-3^25^. Consistent with this finding, caspase-3 was also activated after CBD exposure (Figure 2E). Therefore, HepG2 and MHCC97H cells were exposed to CBD with or without the caspase-3 inhibitor EVAD. It was indeed found that EVAD could eliminate the cell pyroptosis triggered by CBD (Figures 3D–G). Combined with our previous findings, it can be concluded that CBD can induce pyroptosis *via* the caspase-3/GSDME pathway.

Meanwhile, recent research has shown that chemotherapy-induced pyroptosis is mediated by the BAK/BAX–caspase-3–GSDME pathway (Zhang et al., 2018), indicating that the pro-apoptotic factors of the BCL-2 family may be involved in cell pyroptosis. Moreover, Zhang et al. (2020) have demonstrated that mitochondrial dysfunction triggered caspase3–GSDME pathway activation can eventually lead to pyroptosis in response to Miltirone in HCC cells. There may therefore be a similar mechanism in CBD-induced pyroptosis. The RNA-sequence data showed that Bad, Bak, and Bax may be upstream of caspase-3/GSDME induced pyroptosis (Supplementary Figure 4A). Previous studies have indicated that ATF4/CHOP may be the crucial upstream transcription factor to regulate the BCL-2 family protein expression (Hu et al., 2019). It was shown here that the ATF4/ATF3/CHOP pathway was significantly induced both *in vivo* and *in vitro* after CBD treatment (Figures 5A,B and Supplementary Figure 4C). In addition, ATF4/CHOP has been reported to be triggered by ER stress (Han et al., 2013; Chen et al., 2014), mt-UPR (Horibe and Hoogenraad, 2007), and ISR (Harding et al., 2003; Guan et al., 2017; Quirós et al., 2017) and even in an mTOR-dependent way (Ben-Sahra et al., 2016). To confirm the upstream regulator of the ATF4/CHOP pathway, we analyzed the changes after CBD administration among ER stress, mt-UPR, and ISR from RNA-sequence data. Our data showed a significant induction in ISR target genes rather than ER stress and mt-UPR (Figure 5C). 

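In HepG2, the median log2 fold change of the ISR genes exceeded that of the ER stress genes by 3.42 and that of the mt-UPR genes by 3.69. These differences take CHAC1 at its fitted value. Without CHAC1, all 8 other ISR genes stood above the ER stress median and above the highest mt-UPR gene, CLPP, and 7 stood above the highest ER stress gene, HERPUD1. The exception was GCLC, with a log2 fold change of 2.48 (edgeR adjusted p = 2.72e-07). In MHCC97H, the differences of the medians were 2.41 for the ER stress genes and 3.60 for the mt-UPR genes. There, 7 of the 9 ISR genes stood above the ER stress median and 4 above its highest gene, while 8 stood above the highest mt-UPR gene, LONP1. The differences between the lists were described and not tested against each other.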

We further demonstrated the relationship between ATF4 and the ISR program by using ISRIB, an ISR inhibitor. Our data showed that the activation of the ATF4/CHOP axis and index of pyroptosis mediated by CBD were eliminated after ISRIB exposure (Figures 5D–F and Supplementary Figure 4D), suggesting that CBD-triggered cell pyroptosis may be mediated by ISR-dependent ATF4 activation. Meanwhile, previous research has demonstrated that CBD would trigger the gating of constitutively expressed TRPV channels to elicit influx of Ca^2+15^. In turn, sustained Ca^2+^ influx could induce ER dysfunction and consequent ISR. We found the changes about TRPV1, TRPV2, and TRPV4 were not consistent in HepG2 and MHCC97H cells, but the TRPV3 was induced significantly in these two cells. All the results indicated that TRPV3, rather than TRPV1 and TRPV2, may be a potential factor upstream in mediating activation of the ISR by CBD. Interestingly, TRPV3 channel was found to be presented in the mitochondrial region, indicating that TRPV3 may be involved in maintaining homeostasis of mitochondrial Ca^2+^ influx (Majhi et al., 2020). Furthermore, mitochondria are the major source of cellular ATP and crucial metabolites, so targeting mitochondrial OXPHOS is considered as a promising therapeutic strategy for cancer. Previous works have identified that CBD can lead to mitochondria stress (Jeong et al., 2019a,b), but the downstream targets of mitochondrial stress remain unknown. Interestingly, many drugs can cause mitochondrial stress and dysfunction, contributing to ISR-dependent ATF4 activation (Quirós et al., 2017; Fessler et al., 2020; Guo et al., 2020). Data herein showed that CBD can inhibit the transcription of mitochondrial component proteins, which may trigger an imbalance of mitochondrial homeostasis (Figures 4A,B). Moreover, the elimination of mitochondrial respiration, loss of membrane potential, and dynamic imbalance can also lead to mitochondrial stress and dysfunction contributing to ISR activation (Figures 4C–F). Additionally, the mitochondrial dysfunction was initiated after 4 h of CBD (40 μM) exposure, which was earlier than the ISR-induced pyroptosis (Figure 4C and Supplementary Figures 2F,G). Further work is needed to verify the potential mechanism of mitochondrial stress induced activation of ISR.

It is well known that the enhancement of glycolytic capacity is known as the “Warburg effect” and is considered to be a critical hallmark of cancer (Hanahan and Weinberg, 2011; Birsoy et al., 2014; Liberti and Locasale, 2016). Thus, multiple drugs targeting tumor glycolysis may be a potential therapeutic strategy. Our results demonstrated that the extracellular acidification rate (ECAR) was repressed by CBD in HCC cells (Figure 6A and Supplementary Figure 5B). Moreover, similar data was gained from glucose uptake assays in HCC cells (Figure 6B and Supplementary Figure 5C). However, the upstream components of glycolysis repression in CBD treated HCC cells remain unknown. Analysis of RNA-sequence data indicated that IGFBP1 was significantly induced by CBD administration (Figure 5C), which has been considered to be a glycolytic regulator *via* modulation of the PI3K/AKT or FAK/AKT pathway (Wheatcroft and Kearney, 2009; Man et al., 2018). Interestingly, it was observed that the inhibition of AKT/GSK3β was accompanied by IGFBP1 induction after CBD exposure (Figures 6C,D). Therefore, it was suspected that CBD can regulate cell glycolysis through the IGFBP1/AKT axis. To further understand the relationship between the IGFBP1 and cell glycolysis capacity, IGFBP1 stable knockdown HepG2 cells were constructed. The restrained glycolysis and the inhibited AKT/GSK3β axis were rescued by IGFBP1 depletion in HCC cells (Figures 6E–G), indicating that CBD can regulate glycolysis *via* modulation of the IGFBP1/AKT/GSK3β axis. Additionally, our data showed that IGFBP1 and ATF4 were both induced as the ISR-target gene in CBD-treated HCC cells (Figure 5C), consistent with data from the literature that the ISR-dependent ATF4 induction may be upstream of IGFBP1 (Marchand et al., 2006; Magne et al., 2011). Therefore, we hypothesized that CBD could depress glycolysis by inhibition of the AKT/GSK3β axis in an ATF4/IGFBP1 dependent way. 

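ATF4 lies on chromosome 22 from 39519695 to 39522685 and is not among the genes drawn in Figure 5C. Its level in HepG2 was 355 ± 88.4 CPM (SD, n = 2) in controls and 945 ± 57.2 CPM after CBD, a log2 fold change of 1.41 (standard error 0.16, edgeR adjusted p = 4.78e-05). In MHCC97H, it rose from 195 ± 4.09 to 630 ± 2.15 CPM, a log2 fold change of 1.69 (standard error 0.16, edgeR adjusted p = 7.42e-05). The rise did not differ detectably between the lines (0.28, edgeR adjusted p = 0.342). With a GC correction chosen after the data were seen, the rise was 0.89 in HepG2 and 1.73 in MHCC97H. The difference was then 0.84 and was called (adjusted p = 6.55e-04, from 6.55e-04 to 0.476 over the alternatives).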

We further detected the changes of IGFBP1 in CBD-treated cells in the presence or absence of ISRIB, an ATF4 inhibitor. It was found that the induction of IGFBP1 caused by CBD can be depressed after ISRIB treatment (Supplementary Figure 5A), indicating that IGFBP1 can be regulated by ATF4 in an ISR-dependent pathway.

In summary, a mechanistic model of CBD anti-tumor activity in HCC cell pyroptosis and growth was demonstrated (Figure 7). The cycle of accumulated mitochondria stress and ISR facilitates the ATF4/CHOP dependent pyroptosis and ATF4/IGFBP1 mediated glycolysis inhibition, which coordinates to suppress HCC growth. All the observations described herein reveal a novel mechanism of the anti-tumor activity of CBD in HCC cells, suggesting that CBD could be considered as a promising compound for HCC therapy.

**FIGURE 7:**
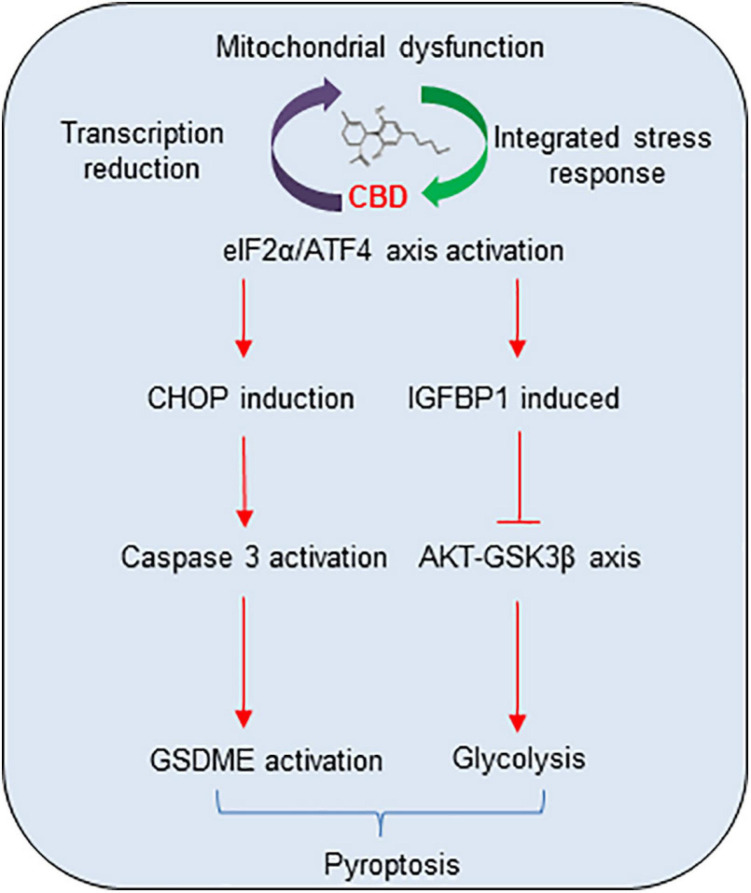
The proposal mechanistic model of CBD depresses HCC through modulating ISR-dependent pyroptosis and IGFBP1/AKT axis mediated glycolysis inhibition. CBD triggers accumulation of integrative stress response and mitochondrial stress, which subsequently induces ATF4 and its target genes CHOP and IGFBP1 activation. Then, increased CHOP promotes pro-apoptosis factor of BCL-2 family to trigger caspase-3/GSDME dependent pyroptosis and activates IGFBP1 to depress glycolysis by restraining the AKT/GSK3β axis.

## Data Availability Statement

The RNA-sequence data is available in the GEO database at https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE179661 under accession GSE179661.

## Ethics Statement

The animal study was reviewed and approved by Wenzhou Medical University.

## Author Contributions

LL, HX, and FS conceived the study. FS, HZ, NM, SW (7th author), WH, and WZ performed laboratory work. FS, SW (4th author), HH, and GJ analyzed the data. FS, LL, and HX wrote the manuscript. All authors read and approved the final manuscript.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

# Supplementary material for: A Novel Mechanism of Cannabidiol in Suppressing Hepatocellular Carcinoma by Inducing GSDME Dependent Pyroptosis
**Source:** Front Cell Dev Biol. 2021 Jul 19;9:697832. doi: 10.3389/fcell.2021.697832
**Supplement:** Supplementary file 1

Supplemental table 1

Information list of antibodies used in this study.

| Name               | Cat No.    | species | Company                   |
|--------------------|------------|---------|---------------------------|
| GSDME              | ab215191   | Rabbit  | Abcam                     |
| ATF3               | A1852      | Rabbit  | ABclonal                  |
| $\beta$ -Actin     | ACO26      | Rabbit  | ABclonal                  |
| Cleaved- Caspase-3 | A11021     | Rabbit  | ABclonal                  |
| ISR1               | WH147926   | Rabbit  | ABclonal                  |
| OPA1               | 612607     | Mouse   | BD sciences               |
| AKT                | #9272      | Rabbit  | Cell Signaling Technology |
| Caspase-3          | #9662      | Rabbit  | Cell Signaling Technology |
| eIF2 $\alpha$      | #5324      | Rabbit  | Cell Signaling Technology |
| GSK3 $\beta$       | #12456     | Rabbit  | Cell Signaling Technology |
| p-AKT              | #4060      | Rabbit  | Cell Signaling Technology |
| PARP               | #9542      | Rabbit  | Cell Signaling Technology |
| p-eIF2 $\alpha$    | #9721      | Rabbit  | Cell Signaling Technology |
| p-GSK3 $\beta$     | #5558      | Rabbit  | Cell Signaling Technology |
| ATF4               | 10835-1-AP | Rabbit  | Protein technology Group  |
| CHOP               | 15204-1-AP | Rabbit  | Protein technology Group  |
| IGFBP1             | 13981-1-AP | Rabbit  | Protein technology Group  |
| MFN1               | 13798-1-AP | Rabbit  | Protein technology Group  |
| MFN2               | 12186-1-AP | Rabbit  | Protein technology Group  |
| OMA1               | SC-515788  | Mouse   | SantaCruz Biotechnology   |

# Supplementary material for: A Novel Mechanism of Cannabidiol in Suppressing Hepatocellular Carcinoma by Inducing GSDME Dependent Pyroptosis
**Source:** Front Cell Dev Biol. 2021 Jul 19;9:697832. doi: 10.3389/fcell.2021.697832
**Supplement:** Supplementary file 2

## Supplementary materials

### A novel mechanism of Cannabidiol in suppressing hepatocellular carcinoma by inducing GSDME dependent pyroptosis

Fugen Shangguan<sup>a,†</sup>, Hongfei Zhou<sup>a,†</sup>, Nengfang Ma<sup>b,†</sup>, Shanshan Wu<sup>c</sup>, Huimin Huang<sup>a</sup>, Guihua Jin<sup>a</sup>, Shijia Wu<sup>a</sup>, Weilong Hong<sup>a</sup>, Weiwei Zhuang<sup>a</sup>, Hongping Xia<sup>a,c,\*</sup>, Linhua Lan<sup>a,\*</sup>

<sup>†</sup>These authors contributed equally to this work.

**Running title:** Cannabidiol induces pyroptosis.

## **Materials and Methods**

### **Cell lines and cell culture**

The HepG2, HUH7, HCCLM3, and MHCC97H human hepatocellular carcinoma cell lines were obtained from the Cell Bank of the Chinese Academy of Sciences (Shanghai, China). HepG2, HUH7, HCCLM3, and MHCC97H cells were cultured in DMEM medium supplemented with 10% fetal bovine serum and antibiotics. The cells were incubated at 37°C in a humidified incubator with 5% CO<sub>2</sub>. When the cultures reach approximately 50-70% confluence, the cells were treated with various concentrations of drugs. Dimethyl sulfoxide (DMSO) was used as vehicle control. All cell lines were mycoplasma free and authenticated by the Cell Bank of the Chinese Academy of Sciences.

### **Reagents and antibodies**

Horseradish peroxidase (HRP)-conjugated anti-rabbit, Anti-mouse immunoglobulin G, Penicillin-Streptomycin Solution, Bradford protein assay kit, Cell counting kit-8 (CCK-8 kit), and Mitochondria membrane potential assay kit (JC-1) were obtained from Beyotime (Shanghai, China). BCA protein assay kit and Pierce ECL western blotting substrate were obtained from ThermoFisher Scientific (Massachusetts, USA). Intact cellular oxygen consumption rate (OCR) and extracellular acidification rate (ECAR) assay kits were purchased from Seahorse Bioscience Company (North Billerica, MA, USA). Glucose was obtained from Sigma (St. Louis, MO, USA). L-glutamine was bought from Sangon Biotech (Shanghai, China). Puromycin was obtained from Amresco (Washington, USA) Protease (Complete Mini) and phosphatase (PhosphoSTOP) inhibitor cocktail tablets were purchased from Roche Applied Science (Indianapolis, IN). 2nbdg, EVAD, and ISRIB were gained from Selleck chemistry

(Texas, USA). Detail information of antibodies were summarized in Table 1.

### **Cytotoxic assays**

HCCLM3 cells were seeded in 96-well plates at a density of  $1 \times 10^4$  cells/well and incubated overnight at 37 °C with 5% CO<sub>2</sub>. Cells were then treated with different concentrations (0, 2.5, 5, 10, 20, 40, 80, or 160 μM) of CBD or DMSO (vehicle control) for 24 hr, followed by CBD incubating with CCK-8 for another 2 hr at 37°C. The absorbance at 450 nm was measured using a Varioskan Flash microplate reader (Thermo Scientific, Waltham, MA). Each assay was performed in triplicate and data was derived from at least three independent experiments.

To further determine whether HCCLM3 also showed lower sensibility than HepG2, HUH7, and MHCC97H cells, cells were treated with different concentrations (0, 0.625, 1.25, 2.5, 5, 10, 20, or 40 μM) of CBD or DMSO (vehicle control) for 48 hr, followed by CBD incubating with CCK-8 for another 2 hr at 37°C.

### **Western blot analysis**

The ovarian cancer samples were washed three times with ice-cold PBS and homogenized using a homogenizer (Kinematica AG, Luzern, Switzerland) in 1.5 mL tissue RIPA lysis buffer (50 mM Tris-HCl, pH 7.4, 1.0% Triton X-100, 1% sodium deoxycholate, 0.1% SDS and 150 mM NaCl) supplemented with protease inhibitor cocktail tablet, NaF (1 mM) and Na<sub>3</sub>VO<sub>4</sub> (1 mM). Tissue homogenates were cleared by centrifugation at 13,000 rpm for 25 min at 4°C, and the supernatants were collected in clean microcentrifuge tubes on ice. A similar procedure was used to prepare cell extracts from cells. Briefly, HepG2, HUH7, and MHCC97H cells were washed with ice-cold PBS and lysed in RIPA lysis buffer supplemented with protease and phosphatase inhibitors on ice for 20 min, followed by centrifugation at 13,000 rpm for 30 min at

4°C, and the supernatants were collected. Protein concentrations of the tissue homogenates or cell extracts were determined using the Pierce BCA protein assay kit. Tissue or cell extracts equivalent to 20 µg total protein were resolved in 10% SDS-PAGE gels followed by electrophoretic transfer onto PVDF membrane (0.22 µM, Bio-Rad, Hercules, CA) in Tris-glycine buffer. Blots were blocked at room temperature for 1.5 hr in 5% non-fat milk in Tris-buffered saline (TBS)-Tween (TBS-T) on a shaker and then incubated with the primary antibodies in 5% non-fat milk TBS-T overnight at 4°C. The membrane was washed in TBS-T for at least 3 × 10 min and then incubated with horseradish peroxidase (HRP)-conjugated anti-rabbit or anti-mouse immunoglobulin G at room temperature for 1 hr with gentle shaking. Immunoreactive proteins were detected by ECL reagent according to the manufacturer's protocol (Biyetime biotechnology).

### **FACS analysis for cell pyroptosis**

For pyroptosis analysis, MHCC97H cells was treated with gradient concentrations of CBD (40 µM) for in a time course at 0, 12, 18, 24hr, cells were then collected and incubated with Annexin V-PE/ 7AAD in the dark at room temperature for 20 min, according to the manufacturer's protocol. Thereafter, cell samples were analyzed immediately using a BD Accuri™ C6 flow cytometer (BD, Franklin Lakes, NJ).

For pyroptosis analysis, Control and GADME-knockdown MHCC97H cells was treated with gradient concentrations of CBD (40 µM) for 24hr, cells were then collected and incubated with Annexin V-PE/ 7AAD in the dark at room temperature for 20 min, according to the manufacturer's protocol. Thereafter, cell samples were analyzed immediately using a BD Accuri™ C6 flow cytometer (BD, Franklin Lakes, NJ).

## **RNA-sequence analyze**

RNA-seq data was generated by Novogene. The CBD exposed HepG2 and MHCC97H cells were collected after 24hr and then cells were washed by PBS for 3 times and then lysed by Trizol at 4°C for 10 minutes. Next, samples were sent to Novogene on dry ice. A total amount of 3 µg RNA per sample was used as input material for the RNA sample preparations. Sequencing libraries were generated using NEBNext Ultra™ RNA Library Prep kit for Illumina (NEB, USA) following manufacturer's recommendations, index codes were added to attribute sequences to each sample. The clustering of the index-coded samples was performed on a cBot Cluster Generation System using TruSeq PE Cluster Kit v3-cBot-HS (Illumina) according to the manufacturer's instructions. After cluster generation, the library preparations were sequenced on an Illumina platform and 125 bp/150 bp paired-end reads were generated. In the low-input protocol, RNA was purified using the RNeasy micro kit (Qiagen) to obtain 1–10 ng per pool. First-strand cDNA synthesis and amplification were performed using SMARTer Ultra-Low-Input RNA amplification kit v3 (Clontech). Single-end libraries were prepared using NEBNext Ultra DNA library prep for Illumina and sequenced on a NextSeq 500 instrument, yielding ~11 million reads (range 8–13 million) of 75 bp in length. Low-quality ends and adaptor sequences were trimmed from the Illumina reads with FastX 0.0.13 and cutadapt 1.7.1. Using FastX and ShortRead 1.16.3, we subsequently filtered out short reads (length <35 bp), poly(A) reads (where >90% of the bases are adenine), ambiguous reads (containing Ns) and low-quality reads (where >50% of the bases have quality <Q25). Heatmaps were generated using the R package pheatmap (version 1.0.8). The input values were log transformed FPKM or fold-change. Heatmaps were centered and scaled in the row direction. Euclidean distance

and complete method were used for Hierarchical Clustering.

### **XF Extracellular Flux Analyzer Experiments**

The intact cellular oxygen consumption rate (OCR) and the extracellular acidification rate (ECAR) in compound treated HepG2, HUH7, and MHCC97H cells were measured using a Seahorse XF-96 Extracellular Flux Analyzer (Seahorse Bioscience, North Billerica, MA) as described previously. Briefly, 80  $\mu$ L Single-cell suspensions of HepG2, HUH7, and MHCC97H cells were plated in XF96 cell culture microplates (Seahorse Bioscience) at a cellular density of 25,000, 20,000 and 20,000 cells respectively. The next day, the HepG2, HUH7, and MHCC97H cells were treated with gradient concentrations of CBD (0, 20, and 40  $\mu$ M) for 4 hr. For OCR determinations, cells were incubated in base assay medium (according to manufacturer's instructions) supplemented with 2 mM glutamine, 10 mM glucose, and 1 mM pyruvate for 1 hr, prior to the measurements using the XF Cell Mito Stress Kit (Seahorse Bioscience). The final concentrations of Oligomycin, FCCP, and rotenone were 0.1  $\mu$ M. For glycolytic metabolism measurements, cells were incubated in basal media prior to injections using the Glycolytic Test kit (Seahorse Bioscience). Results were obtained from three independent experiments; each with 8 replicates of each group of cells. At the end of each assay, a BCA protein assay kit was used to determine and normalize the protein concentrations, according to the manufacturer's instructions.

### **FACS analysis for glucose uptake by 2-NBDG**

For glucose uptake analysis, the HepG2 and MHCC97H cells were treated with gradient concentrations of CBD (0, 20, and 40  $\mu$ M) for 24 hr, cells were then collected and incubated with 2-NBDG according to the manufacturer's instructions in the dark at 37°C for 20 min.

Thereafter, cell samples were analyzed immediately using a BD Accuri™ C6 flow cytometer (BD, Franklin Lakes, NJ).

### Statistical analysis

All statistical analyses were performed with the SPSS 16.0 statistical software package (SPSS Standard version 16.0, SPSS Inc., Chicago, IL). Data are shown as the mean  $\pm$  SD from at least three independent experiments. Groups of 2 were analyzed with two-tailed students t-test, groups greater than 2 with a single variable were compared using one-way ANOVA analysis with Tukey post hoc test,  $p < 0.05$  was considered statistically significant.

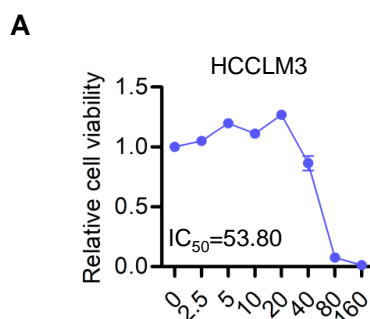

**Figure S1. HCCLM3 cells showed lower sensibility than HepG2, HUH7, and MHCC97H cells. A.** HCCLM3 cells were treated with a gradient concentration (0, 2.5, 5, 10, 20, 40, 80, or 160  $\mu$ M) of CBD for 24 hr. Relative cell viability was analyzed by CCK-8 assay.

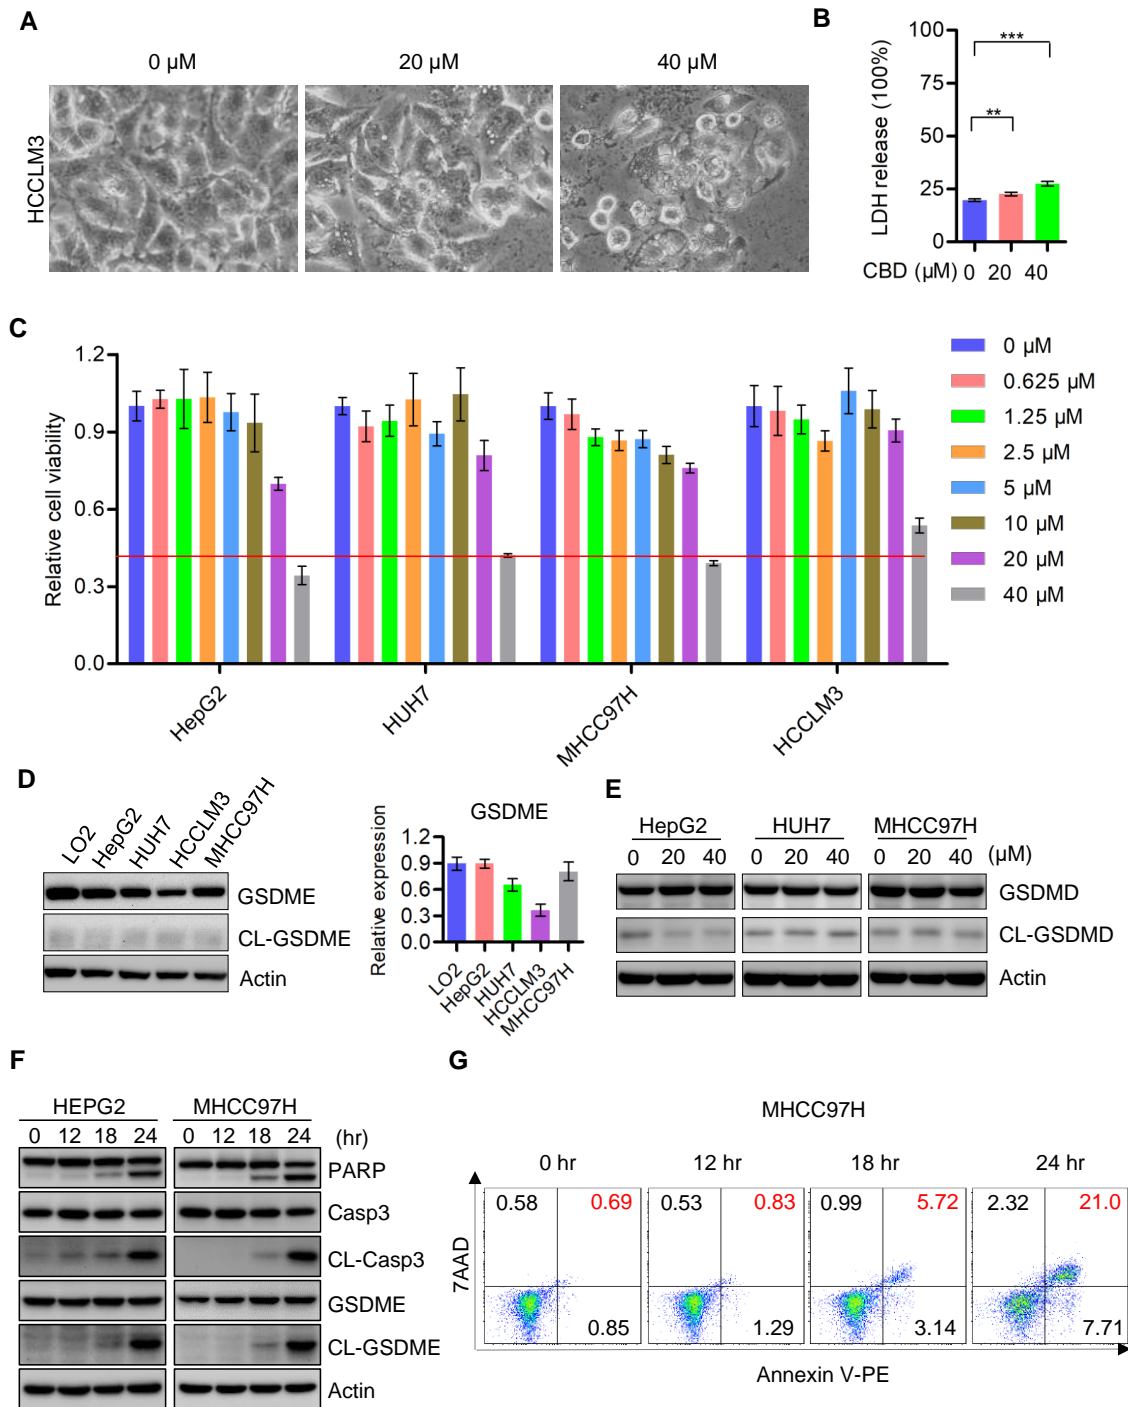

**Figure S2. GSDME protein expression has a positive correlation with the cell sensitivity**

**to CBD exposure in HCC cells. A.** Morphological changes of HCCLM3 cells in response to

different concentrations of CBD. **B.** LDH release assays were performed on CBD exposed

HCCLM3 cells for 24hr. **C.** HepG2, HUH7, HCCLM3, and MHCC97H cells were treated with a

gradient concentration (0, 0.625, 1.25, 2.5, 5, 10, 20, or 40  $\mu$ M) of CBD for 48 hr. Relative cell viability was analyzed by CCK-8 assay. **D.** Western blot analysis of GSDME in LO2, HepG2, HUH7, HCCLM3, and MHCC97H cells, and Actin was used as a loading control. The graphs represent the mean  $\pm$  SD. **E.** Western blot analysis of GSDMD and CL-GSDMD in CBD exposed HepG2, HUH7, and MHCC97H cells, and Actin was used as a loading control. **F.** HEPG2 and MHCC97H cells were treated in a time course (0 12 18 24 hr) with CBD (40  $\mu$ M), and then cells were collected and analysed by Western blotting, and Actin was used as a loading control. **G.** Flow cytometry analysis of cell apoptosis after the MHCC97H cells treated with a time course (0 12 18 24 hr) of CBD. Cells were collected and stained with Annexin V-PE/7AAD.

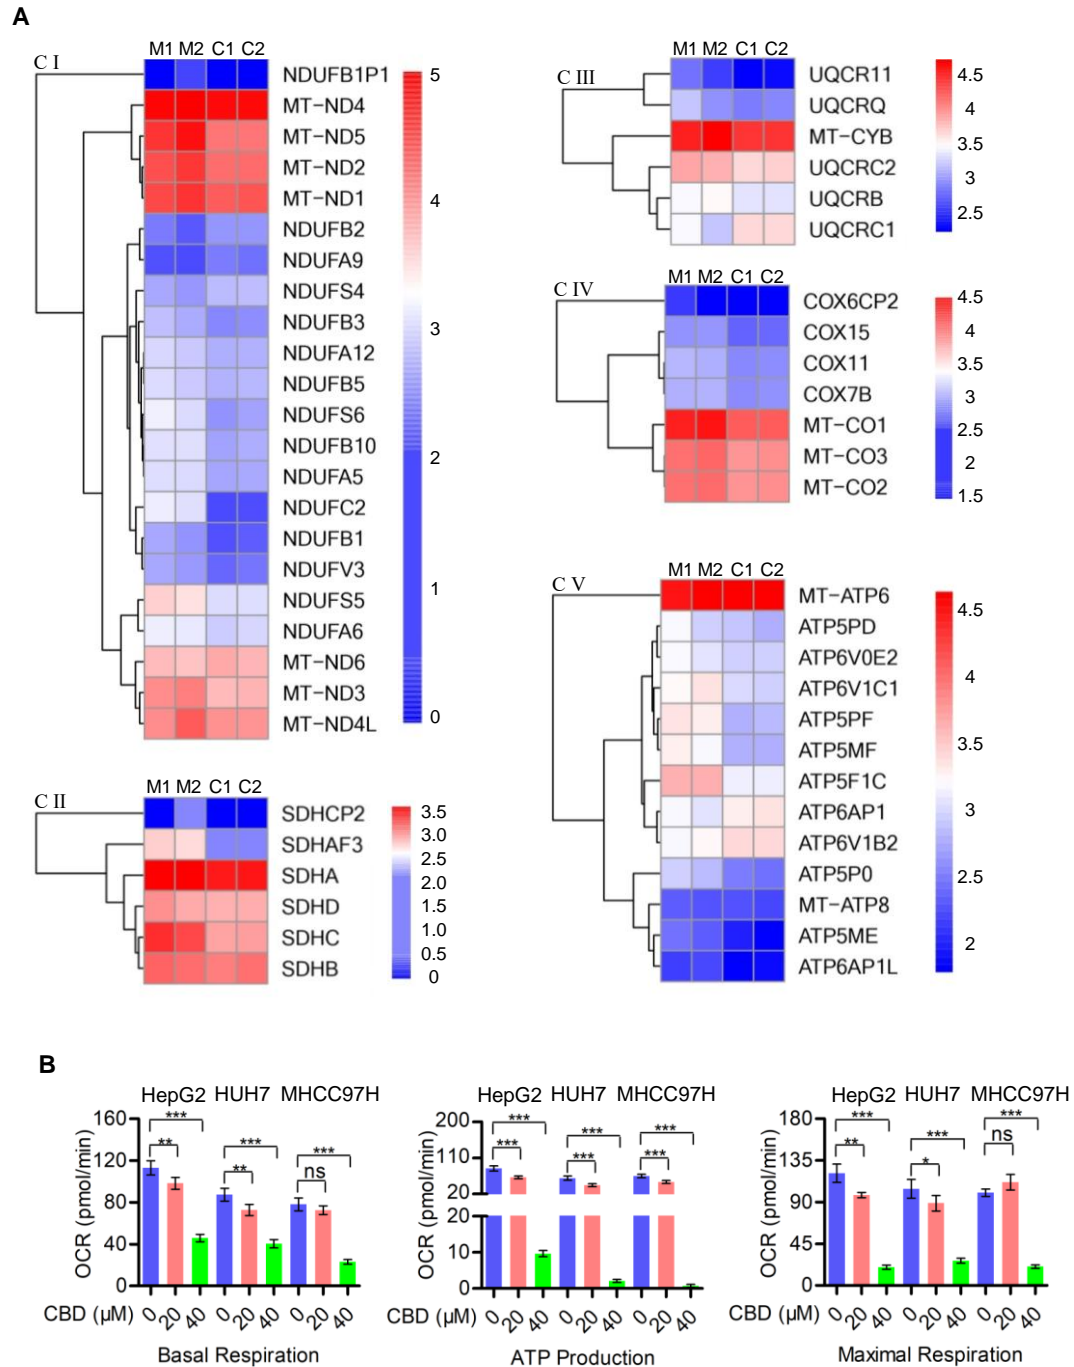

**Figure S3. Mitochondria homeostasis was impaired by CBD exposing in HCC cells. A.**

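The respiratory chain list was also divided by complex. The groups hold assembly factors such as SDHAF3 and COX11 beside subunits. Complex IV also includes mtDNA-encoded mRNAs such as MT-CO1. In MHCC97H, 5 of its 6 genes were called lower, and the nuclear-encoded subunit COX7B had the smallest fall, −0.24. In HepG2, the median log2 fold change after CBD was −0.98 over 21 complex I genes (camera adjusted p = 0.00378) and −1.19 over 6 complex IV genes (0.00378). It was −1.03 over 13 complex V genes (0.0315), −0.69 over 5 complex II genes (0.0474) and −0.77 over 6 complex III genes (0.154). In MHCC97H, complex IV had a median of −0.90 (camera adjusted p = 0.00294), followed by complex I at −0.42 (0.0678), complex V at −0.32 (0.120), complex III at −0.14 (0.377) and complex II at 0.04 (0.492), the last 0.00 without control replicate 1 and 0.08 without CBD replicate 2. By camera, the difference between the lines did not pass the threshold for any complex, and fry called it for complexes I, II, IV and V. Fry also called complex III in HepG2 and complexes I and V in MHCC97H. After the GC correction, complex IV stayed past the threshold in HepG2 with a median of −0.81, while the others were not past it and had medians from −0.52 to −0.33. Complex II in HepG2 was also not past the threshold in a separate fit for each line, and complex I in MHCC97H passed it among genes with at least 10 counts in every library.
MT-CO1 of complex IV, encoded by mtDNA from position 5904 to 7445, fell from 37489 ± 5522 to 9435 ± 27.5 CPM in HepG2 (log2 fold change −1.99, edgeR adjusted p = 3.23e-06) and from 14121 ± 2032 to 7847 ± 387 CPM in MHCC97H (−0.85, adjusted p = 0.00153). COX15, on chromosome 10 from 99711844 to 99732100, changed by −1.38 in HepG2 (standard error 0.13, edgeR adjusted p = 1.48e-05) and −0.77 in MHCC97H (standard error 0.13, 0.00152), and it overlaps CUTC. NDUFC2 of complex I, on chromosome 11 from 78068304 to 78080219, fell from 84.2 ± 11.9 to 7.00 ± 0.813 CPM in HepG2 (−3.59, edgeR adjusted p = 2.89e-07), while in MHCC97H it was 17.4 ± 0.443 CPM in controls and 18.0 ± 0.321 CPM after CBD (0.05, adjusted p = 0.838), a difference of 3.64 (6.88e-06). SDHA of complex II also fell in HepG2 (−0.69, edgeR adjusted p = 6.95e-04) and was not called in MHCC97H (0.18, adjusted p = 0.250), a difference of 0.87 (0.00243). A separate fit of MHCC97H called it higher (0.22). Its MHCC97H value was 0.10 without control replicate 2 and 0.27 without control replicate 1. UQCRC1 of complex III was higher in HepG2 (1.01, edgeR adjusted p = 0.00530), with 1.58 without control replicate 1 and 0.59 without control replicate 2, and was not called in MHCC97H (−0.25, adjusted p = 0.464), a difference of −1.26 (0.0154). After the GC correction, UQCRC1 was not called in HepG2 (0.12) or for the difference (−0.34), and in a separate fit of MHCC97H it was called lower (−0.21).

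**Figure D2:**
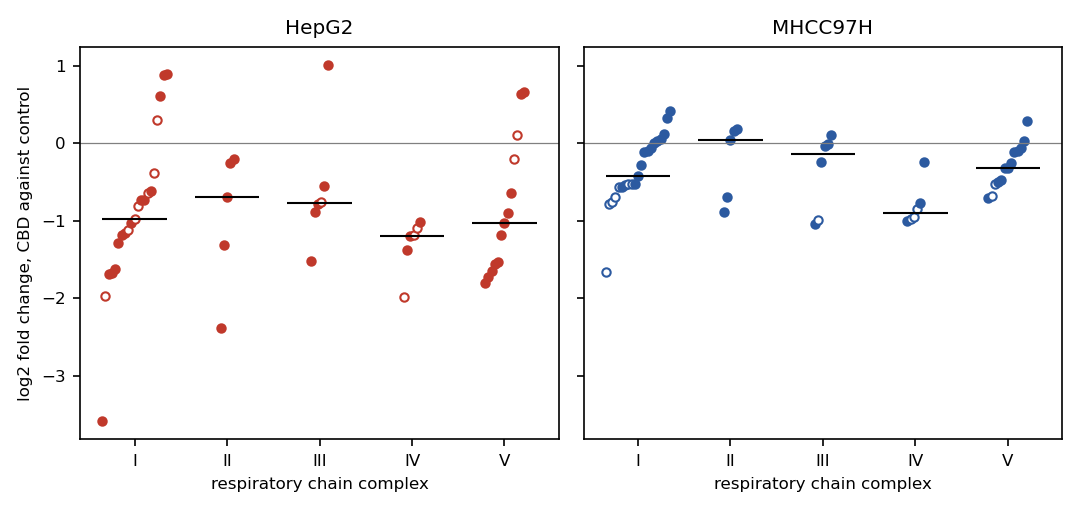
Log2 fold change of CBD against control for each tested gene of the respiratory chain list, by complex, in HepG2 and MHCC97H, with 1 circle per gene, open circles for genes encoded by mtDNA and black bars for medians. The complex IV medians are −1.19 in HepG2 and −0.90 in MHCC97H, and the complex II median in MHCC97H is 0.04.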

Heat map analysis of the changes in mitochondrial respiratory chain proteins. **B.** OCR of CBD treated HepG2, HUH7, and MHCC97H cells in the indicated conditions were measured in real time using the Seahorse XF96 Extracellular Flux Analyzer. Data showed a significant reducing of OCR indexes as basal respiration, ATP production, and maximal respiration.

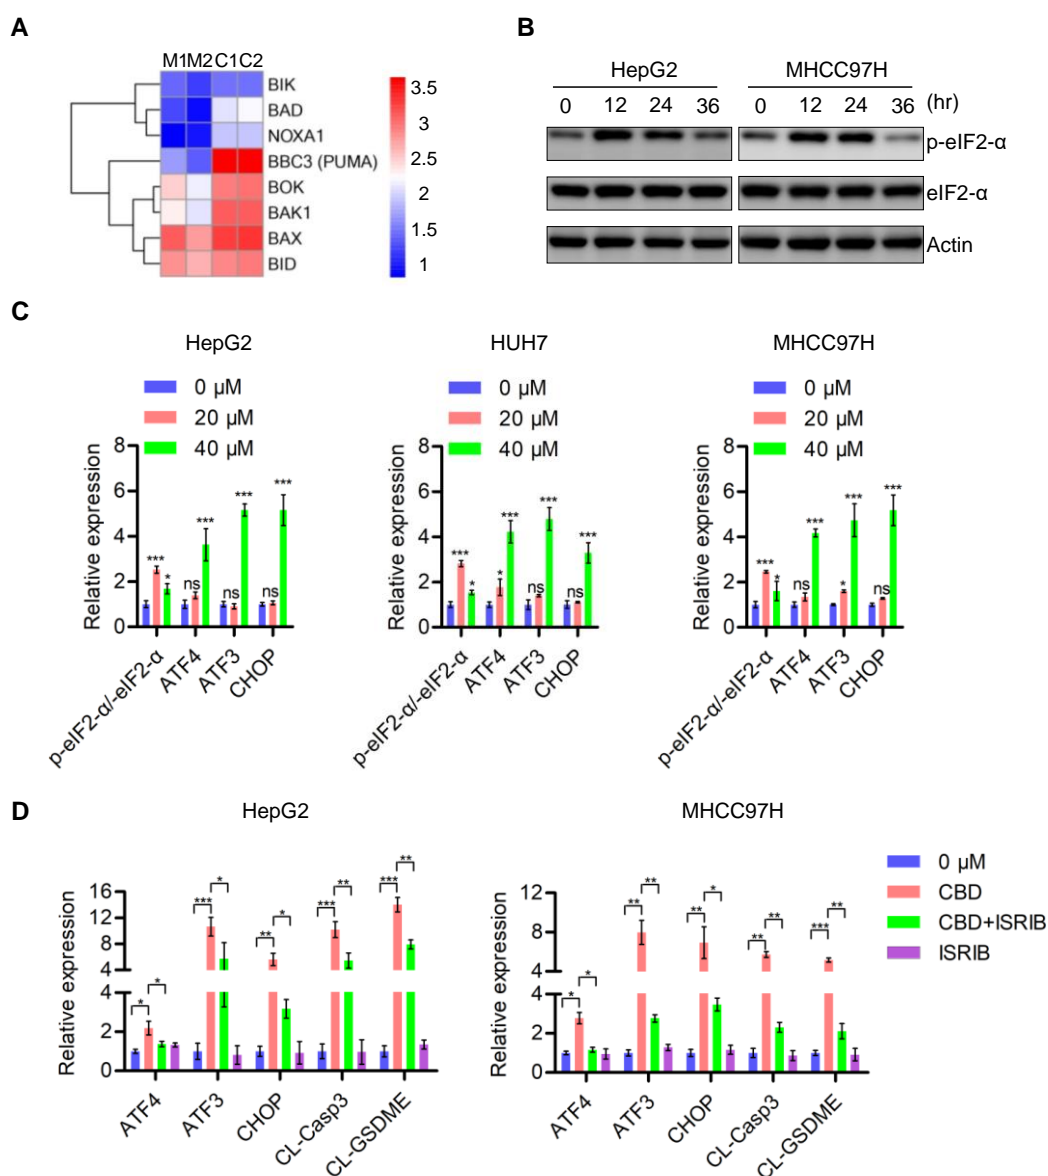

**Figure S4. Activation of ATF4/CHOP pathway in ISR-dependent way triggers the GSDME-mediated pyroptosis in response to CBD treatment.** **A.** Heat map analysis of the changes in pro-apoptotic proteins of BCL-2 family. **B.** Western blot analysis of p-eIF2-α and eIF2-α in CBD-treated HepG2, and MHCC97H cells in 12, 24, and 36 hours. Actin was used as a loading control. **C.** Protein quantitative analysis of ATF4, ATF3, and CHOP expression in CBD-treated HepG2, HUH7, and MHCC97H cells. **D.** Protein quantitative analysis of ATF4, ATF3, CHOP, CL-caspase-3, and CL-GSDME expression in CBD exposed HepG2 and MHCC97H cells with or without ISRIB.

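Supplementary Figure 4A draws a list of 8 pro-apoptotic genes, BIK, BAD, NOXA1, BBC3, BOK, BAK1, BAX and BID, without naming the cell line. NOXA1 is the symbol of NADPH oxidase activator 1, which is not of the BCL-2 family, while NOXA is encoded by PMAIP1. After CBD, 7 of them were called in HepG2, all higher, with a median log2 fold change of 2.52 (camera adjusted p = 0.00481), and 1 was called in MHCC97H, also higher, with a median of 0.13 (camera adjusted p = 0.472), which was −0.02 without MHCC97H CBD replicate 1. The counts adjusted over the list alone were the same, 7 and 1. The median difference between the lines was −2.45 (camera adjusted p = 0.0117), with all but BIK of the 8 genes differing, also when adjusted over the list alone. With NOXA1 left out, a choice made after the data were seen, the median was 2.07 in HepG2, with 6 of 7 genes higher, 0.11 in MHCC97H and −1.96 for the difference, and no call of the list changed. These genes are rich in GC, with a median of 62.4% over the 8. After a GC correction chosen with the data in view, the HepG2 median was 0.91 (adjusted p = 0.0578, from 0.00112 to 0.389 over the alternatives) with 4 genes higher, and the median difference was −0.89 (adjusted p = 0.155, from 0.0100 to 0.521). The difference was also not past the threshold among genes with at least 10 counts in every library (−1.61).
BBC3, on chromosome 19 from 47220822 to 47232766, was called in both lines. It rose from 1.86 ± 1.00 to 206 ± 17.2 CPM in HepG2 (log2 fold change 6.78, edgeR adjusted p = 1.95e-07) and from 10.9 ± 1.74 to 97.5 ± 5.18 CPM in MHCC97H (3.16, adjusted p = 1.77e-05). NOXA1 changed by 3.57 in HepG2 (edgeR adjusted p = 7.09e-05) and by 0.30 in MHCC97H (0.425), and BOK by 2.07 (2.62e-04) and 0.11 (0.818). Neither was called in HepG2 after the GC correction, at 1.17 for NOXA1 and 0.26 for BOK, and in MHCC97H they stood at −0.15 and −0.04 without CBD replicate 1 and at 0.64 and 0.25 without CBD replicate 2. BID changed by 0.48 in HepG2 (edgeR adjusted p = 0.0342), a call that DESeq2 and a separate fit for each line did not make (from 0.00318 to 0.0840 over the alternatives), with 0.78 without control replicate 1 and 0.23 without control replicate 2. In MHCC97H, BID stood at −0.23 (adjusted p = 0.306) and was called lower in the separate fit (−0.20). BIK was not called in HepG2 (0.57, edgeR adjusted p = 0.227) or MHCC97H (0.15, 0.764), with 0.99 and 0.25 without HepG2 control replicate 1 and 2, and 0.43 and −0.21 without MHCC97H CBD replicate 1 and 2.

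**Figure D3:**
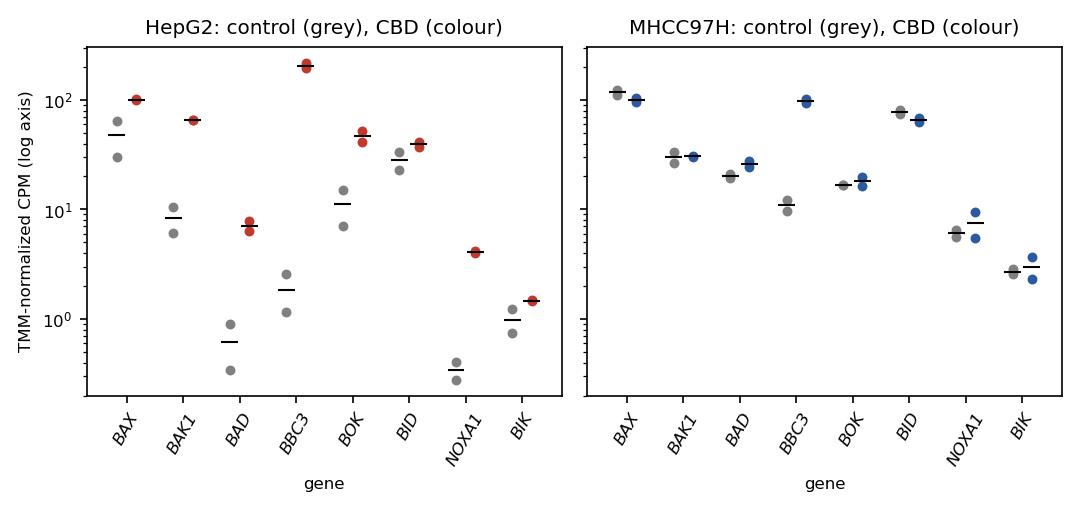
TMM-normalized CPM, on a log axis, of the 8 genes of the list in control and CBD-treated HepG2 and MHCC97H cells, with 1 dot per library and black bars for means of 2 libraries. BBC3 rises in both lines, while BAK1 rises from 8.31 to 65.5 CPM in HepG2 and stands at 29.9 and 30.5 CPM in MHCC97H.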

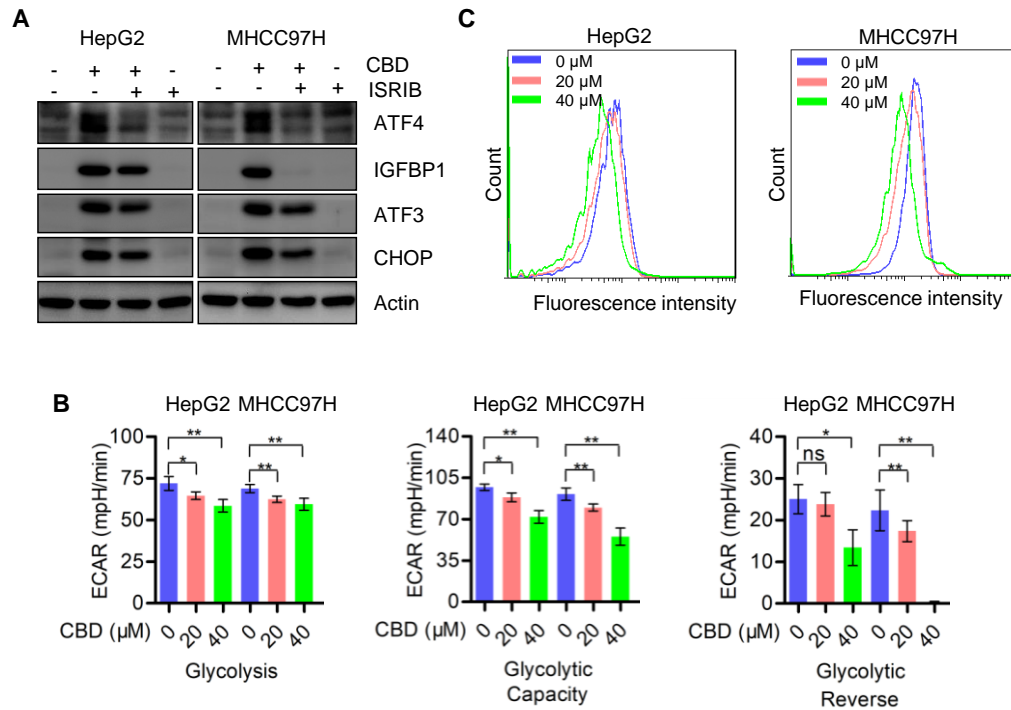

**Figure S5. CBD triggers ATF4/IGFBP1 axis activation to depress cell glycolysis in HCC**

**cells.** **A.** Western blot analysis of ATF4, IGFBP1, ATF3, and CHOP in CBD-treated HepG2, and MHCC97H cells in the presence or absence of ISRIB, and Actin was used as a loading control. **B.** Extracellular acidification rate (ECAR) of CBD treated HepG2 and MHCC97H cells in the indicated conditions were measured in real time using the Seahorse XF96 Extracellular Flux Analyzer. Data showed that basal glycolysis, glycolytic capacity, and glycolytic reverse were increased in the CBD-treated HepG2 and MHCC97H cells remarkably. **C.** 2-NBDG was used to determine glucose absorption in CBD-treated HepG2 and MHCC97H cells

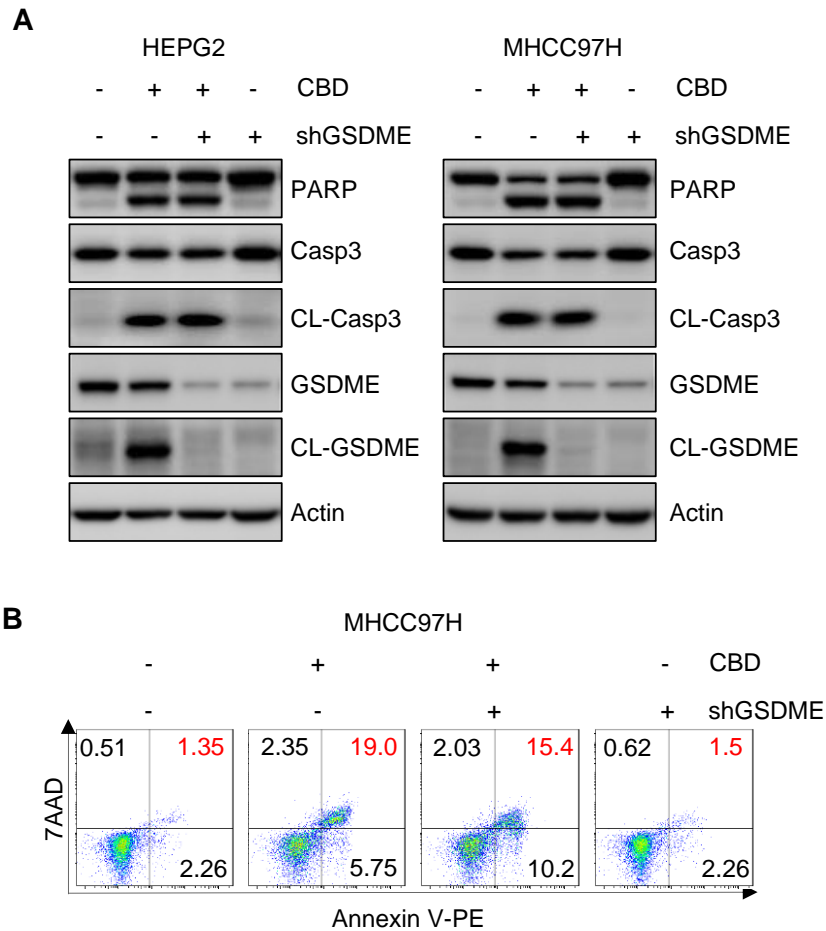

**A.** Control and GSDME-depletion HEPG2 and MHCC97H cells were treated with CBD (40  $\mu$ M) for 24 hr, and then cells were collected and analysed by Western blotting, and Actin was used as a loading control. **B.** Flow cytometry analysis of cell apoptosis after the Control and GSDME-depletion MHCC97H cells treated with CBD for 24 hr. Cells were collected and stained with Annexin V-PE/7AAD.

# Supplementary material for: A Novel Mechanism of Cannabidiol in Suppressing Hepatocellular Carcinoma by Inducing GSDME Dependent Pyroptosis
**Source:** Front Cell Dev Biol. 2021 Jul 19;9:697832. doi: 10.3389/fcell.2021.697832

HepG2 derived tumor

Mock

CBD

1# 2# 3#

1# 2# 3#

3#

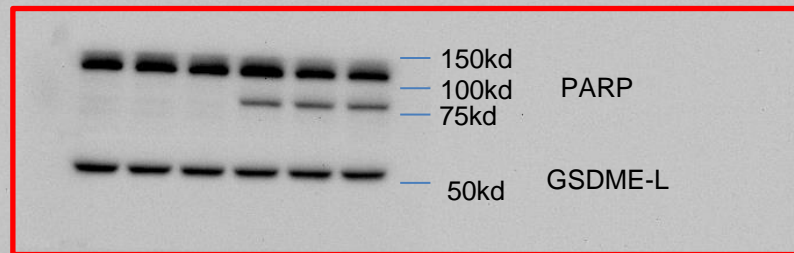

HepG2 derived tumor

Mock

CBD

1#

2#

3#

1#

2#

3#

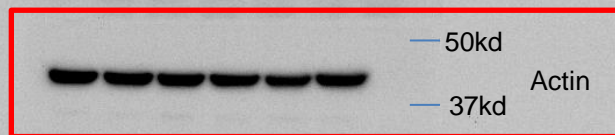

HepG2 derived tumor

Mock

CBD

1# 2# 3#

1# 2# 3#

1# 2# 3#

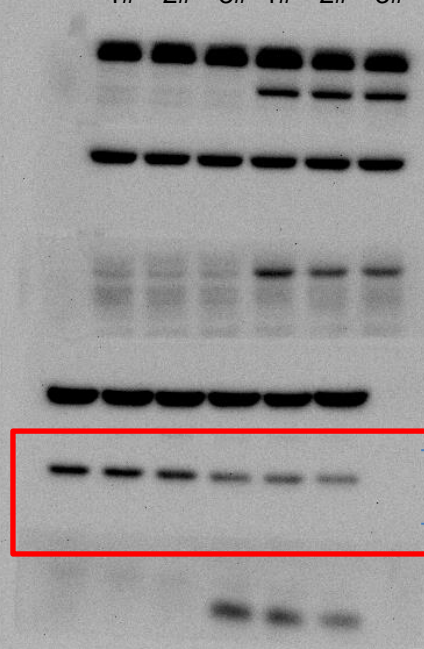

— 37kd

— 25kd

Caspase-3

HepG2 derived tumor

| Mock |    |    | CBD |    |    |
|------|----|----|-----|----|----|
| 1#   | 2# | 3# | 1#  | 2# | 3# |

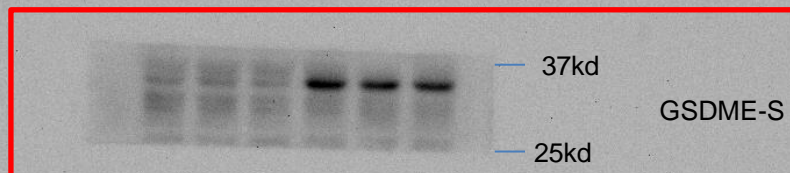

HepG2 derived tumor

| Mock |    |    | CBD |    |    |
|------|----|----|-----|----|----|
| 1#   | 2# | 3# | 1#  | 2# | 3# |

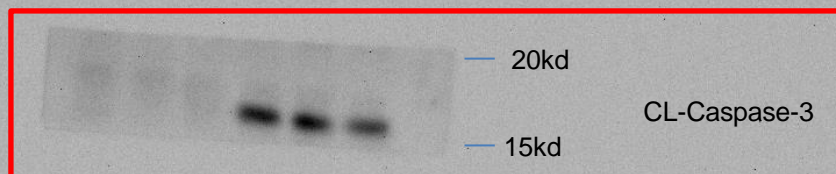

**Supplement:** Supplementary file 3

# Supplementary material for: A Novel Mechanism of Cannabidiol in Suppressing Hepatocellular Carcinoma by Inducing GSDME Dependent Pyroptosis
**Source:** Front Cell Dev Biol. 2021 Jul 19;9:697832. doi: 10.3389/fcell.2021.697832

PARP

MHCC97H

- + + - CBD

- - + + EVAD

— 150kd  
— 100kd  
— 75kd

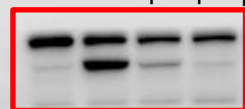

Caspase-3

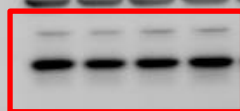

MHCC97H

- + + - CBD  
- - + + EVAD

— 37kd  
— 25kd

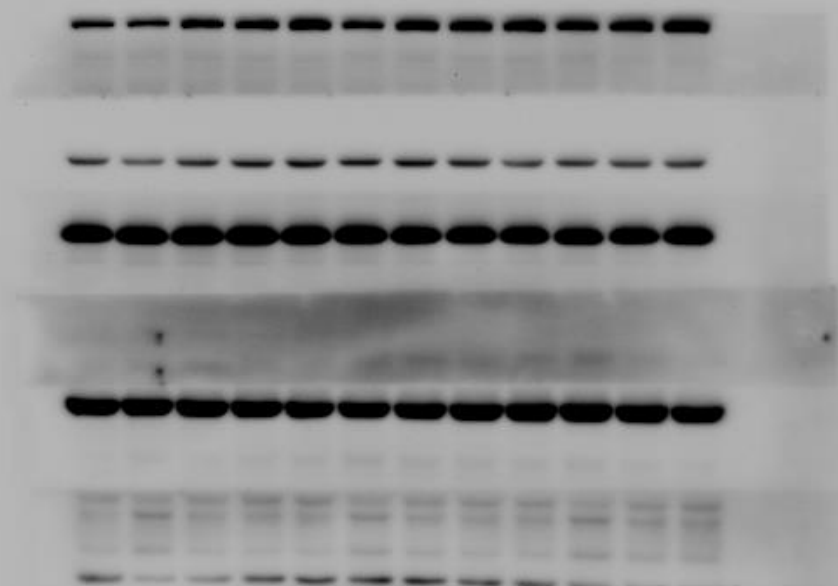

MHCC97H

- + + - CBD

- - + + EVAD

CL-Caspase-3

— 20kd

— 15kd

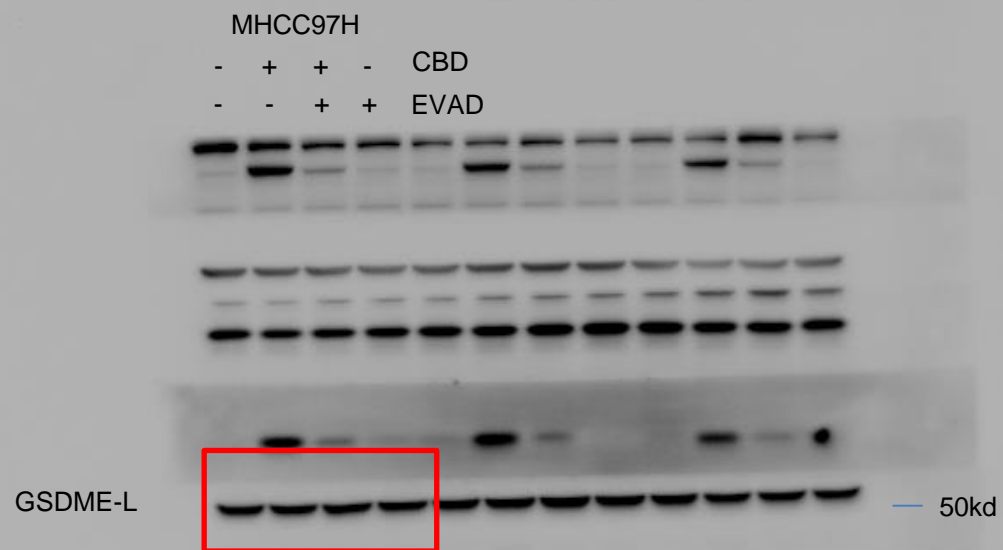

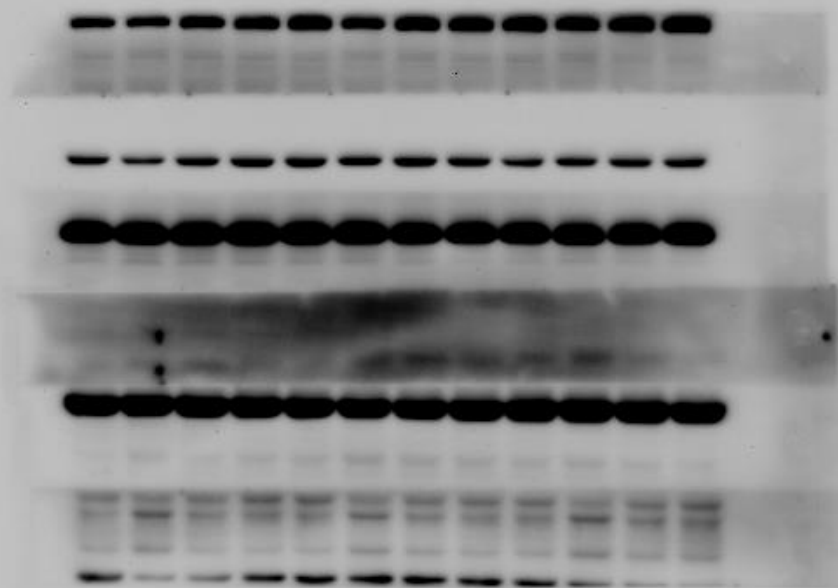

MHCC97H

|   |   |   |   |      |
|---|---|---|---|------|
| - | + | + | - | CBD  |
| - | - | + | + | EVAD |

GSDME-S

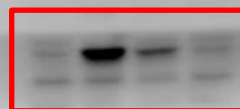

— 37kd

— 25kd

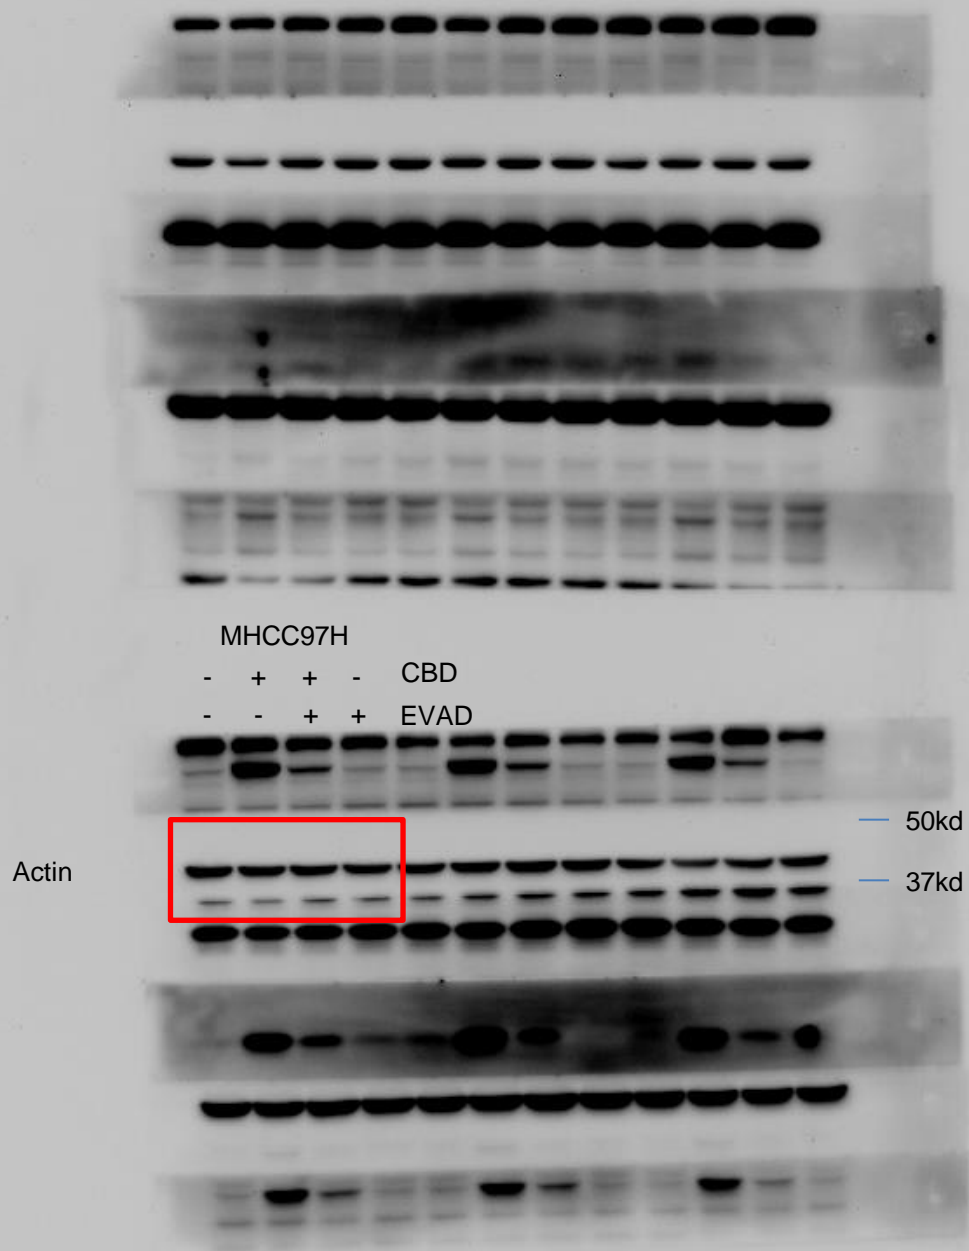

**Supplement:** Supplementary file 3

How the deposited data were processed for this re-analysis (not part of the article)

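RNA sequencing was done on HepG2 and MHCC97H cells, 2 HCC cell lines, each as 2 control libraries and 2 libraries after 40 μM CBD for 24 h. Conditions and replicate numbers were taken from the sample labels and the paper's methods. Libraries were prepared and sequenced by a service company. The methods describe both a paired-end protocol and a low-input single-end protocol, and the paper's text does not say which one these libraries followed. Every deposited total lies above the range of reads that the methods give for the low-input protocol, which argues against that yield here. The authors trimmed the reads with FastX and cutadapt, filtered them with FastX and ShortRead, and deposited whole-number counts per gene for 58735 genes, without normalization. The aligner, the counting tool, the genome build, the annotation and the use of the strand are not named in the paper's text, so counts of overlapping genes, of gene families with near-identical members and of mtDNA genes with nuclear copies are uncertain. Each library's own column and the table of all libraries held equal counts for all 58735 genes. The identifiers of all 58735 genes matched GENCODE release 29 (GRCh38), and 32452 genes had a count in at least 1 library. Totals ran from 16358595 to 18493853 counts per library, so a gene at or under 3 counts in every library of a group was taken as at the floor, and its fold was given as a lower bound or not at all. Intervals and floors of this kind cover counting error only.

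Counts were analysed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and, as an alternative, DESeq2 1.42.0. Library sizes were normalized with TMM, filterByExpr kept 16788 genes, and a quasi-likelihood model (glmQLFit) over all 8 libraries had a coefficient for each of the 4 groups. CBD was compared with control within each line, and the difference between the lines was tested as the interaction. P-values were adjusted by the Benjamini-Hochberg method, with a threshold of 0.05. The common dispersion was 0.0181, a biological coefficient of variation of 13.5%. CPM were computed from these normalized counts. With 2 libraries per group, tests of 1 gene across libraries by permutation and tests for an outlying library could not be done. On simulated counts with 200 changed genes among 16788, edgeR recovered 183 (91.5%) with 6 false calls, and DESeq2 recovered 170 (85.0%) with 12 false calls. The simulated changes were 1.5 on the log2 scale, up or down, with an equal dispersion for every gene and library. The data had many more called genes and noisier HepG2 controls, so these rates do not carry over to them.

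Gene lists were read by eye from Figure 5C and Supplementary Figures 3A and 4A of the paper. They were ER stress, mt-UPR, ISR, the pro-apoptotic BCL-2 genes and the respiratory chain genes, the last also by complex I to V and without pseudogenes and V-ATPase genes. Further lists were other BCL-2 family genes, TRPV channels, the proteins blotted in the paper, cholesterol biosynthesis, glycolysis, NRF2 targets, p53 targets, ATF4 amino acid targets, metallothioneins and lysosome genes. Families defined by symbol were the mtDNA-encoded mRNAs, nuclear respiratory chain subunits, mitochondrial ribosomal proteins, mitochondrial import, mitochondrial aminoacyl-tRNA synthetases, mitochondrial carriers, DNA replication, kinetochore and centromere, and cytosolic ribosomal proteins. Each of the 30 lists and families was tested with limma's camera on log CPM (prior count 2, correlation 0.01), adjusted over the 30 within each line, and the families also by Fisher's exact test. GO annotation was not used here. The lists, the model, the naming rule and the planned settings below were chosen before the data were examined. The study itself drew the lists of its figures from these same libraries, so tests of those lists are not independent evidence. The naming rule covers the genes the paper names from RNA sequencing or blots, ATF4, the members of the lists, and in each line the 5 largest rises and 5 largest falls among called protein-coding genes with a mean of at least 100 counts over the libraries of the line and both CBD libraries on the same side of both controls. It covers 334 genes, and which of them are printed was chosen after their values were seen. The results of some genes were left out afterwards and are not reported here.

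The settings tried in place of these were DESeq2, its size factors in edgeR (RLE), library sizes without mtDNA-encoded genes, no expression filter, at least 10 counts in every library, a separate fit for each line, the replicate number as a block, an absolute log2 fold change of at least 1, fry, an estimated correlation, and leaving out each library in turn for log2 fold changes. A correction for GC content was added after the GC trend of the HepG2 fold changes had been seen. For each library, a loess curve (span 0.5, fitted on genes with a mean of at least 100 counts) of its log2 CPM, minus the gene's mean over libraries, against the GC percent of each gene's longest transcript was subtracted, with and without the replicate block. Another setting, also added after the data had been seen, left out genes at or under 3 counts in every library of a line and set genes at the floor in 1 group to their bound, and a last one left NOXA1 out of the pro-apoptotic BCL-2 list. The GC correction flattens the trend by construction, whether the trend is technical or not, and is not the main analysis. In simulated counts with a GC bias, 6040 unchanged genes were called without it and 4 with it, and with it 181 of the 200 changed genes were recovered. The simulated bias was linear in GC content and equal in both HepG2 CBD libraries. In the data, HepG2 control replicates also differed along GC content, so the simulation does not give the error rates here. A correction for gene length was considered and not run. Replicate 2 minus replicate 1 had a Spearman rho with gene length of 0.49 across genes in the HepG2 controls. This rho was −0.26 in CBD-treated HepG2 cells, 0.24 in the MHCC97H controls and 0.08 in CBD-treated MHCC97H cells. For the fold changes of CBD against control it was −0.13 in HepG2 and −0.07 in MHCC97H. A bias along gene length therefore stays open.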

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

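The edgeR, camera, fry and Fisher tests used the model and lists chosen before the data were examined, apart from the settings named as added later. The lists read from the paper's figures were drawn by the study from these same libraries, so their tests are not independent evidence. The tests of explanations for the results were chosen after the result was seen, with these exceptions. Set in advance were the tests of GC content within gene families and in the metallothioneins and of other RNA classes as a sign of poly(A) selection. The test of library sizes for a few genes taking most of the counts was also set in advance. The poly(A) test was split by line after its result was seen. The selection of the results below was also made with their values known.

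The responses of the lines to CBD differed at 7333 genes by the interaction test (edgeR adjusted p under 0.05), and 946 of the 4347 genes called in both lines went in opposite directions. Over all tested genes, the log2 fold changes of the lines had a Pearson r of 0.34 across genes, which are not independent replicates. A technical candidate explanation is GC content. In HepG2, log2 fold changes rose with GC content (Spearman rho 0.45 across genes), and in MHCC97H they did not (−0.06). The rise also appeared inside families whose members share a function, with a rho across genes of 0.49 in the cytosolic ribosomal proteins (permutation adjusted p = 3.00e-04 over 6 tests), 0.52 in the proteasome subunits (0.00390) and 0.28 in the nuclear respiratory chain subunits (0.0242), while the MHCC97H values were 0.04, 0.21 and −0.02. The HepG2 control replicates, which had the same treatment, differed from each other by −1.05 on the log2 scale between the classes of genes with the highest and lowest GC content, against 2.27 for CBD against control. These tests are consistent with a GC bias between HepG2 libraries. After the GC correction, 7178 genes still differed between the lines, 5148 of them among the 7333, so GC bias alone does not account for the number of genes. The HepG2 control replicates also differed along gene length (Spearman rho 0.49 across genes), which was not corrected for.

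Of the 334 genes covered by the naming rule, 190 differed between the lines, and FOS differed most. FOS rose from 1.24 ± 0.0249 to 395 ± 23.8 CPM in HepG2 (log2 fold change 8.30, edgeR adjusted p = 1.27e-08) and fell from 123 ± 1.72 to 11.4 ± 1.17 CPM in MHCC97H (−3.43, 7.92e-07), a difference of −11.73 (6.58e-09). After the GC correction the difference was −11.61, which argues against GC bias. FOS is an early response gene, and a different time course of its induction in the lines stays open as a biological explanation, untested with a single time point.

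The pro-apoptotic BCL-2 list rose more in HepG2, with a median difference between the lines of −2.45 (camera adjusted p = 0.0117). The list is rich in GC, and after the GC correction the difference was −0.89 (adjusted p = 0.155, from 0.0100 to 0.521 over the alternatives). The direction stayed, 4 of the 8 genes still differed, and the smaller value did not pass the threshold, so GC bias and a difference in response cannot be told apart for the list as a whole. Its members split. BAX in HepG2 was 0.29 and not called after the correction, so its rise may come from GC bias. BAK1 and BAD still differed between the lines, by −2.11 (adjusted p = 2.08e-05, from 1.74e-15 to 5.54e-04 over the alternatives) and −1.28 (0.0111, from 4.68e-10 to 0.0167), which argues against GC bias as the whole cause of their difference.

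The respiratory chain list fell more in HepG2 than in MHCC97H, by a median difference of 0.61 (camera adjusted p = 0.00716), and by 0.61 (0.00550) without pseudogenes and V-ATPase genes. The GC correction reduced the difference of the whole list to 0.14, no longer past the threshold, consistent with GC bias as the source of the difference between the lines. The fall within HepG2 stayed past the threshold at −0.48, and part of it may still come from GC. The study drew these genes from the same libraries, so this cannot decide whether GC bias was the whole cause. After the correction, all nuclear-encoded subunits (−0.00, camera adjusted p = 0.400) and the mtDNA-encoded mRNAs (−0.33, 0.240) were not past the threshold in HepG2.

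The glycolysis list was lower in MHCC97H (median −0.56, camera adjusted p = 0.00868), with 1 of 17 genes higher and 8 lower, or 1 and 11 adjusted over the list alone. It was not called by camera in HepG2 (0.37, 0.235, 8 higher and 3 lower), with 0.64 without control replicate 1 and 0.13 without control replicate 2, and fry called it there. The difference was −0.70 (camera adjusted p = 0.0154) and was −0.49 with the GC correction, no longer past the threshold (adjusted p from 0.0100 to 0.674 over the alternatives), so GC bias may account for it. The cholesterol biosynthesis list was lower in MHCC97H (median −0.57, camera adjusted p = 0.00478), with 1 of 25 genes higher and 14 lower, or 1 and 15 adjusted over the list alone. In HepG2 the median was 0.00 (camera adjusted p = 0.240, called by fry), a difference of −0.59 (0.0196). That difference stayed past the threshold with the GC correction (−0.50, adjusted p from 7.21e-04 to 0.521 over the alternatives), which argues against GC bias as its whole cause, and a difference in response stays open as a hypothesis. In HepG2, where 11 of the 25 cholesterol genes were higher and 8 lower, INSIG1 had no counts, and the median was 0.27 with it left out and 0.51 without control replicate 1.

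NRF2 targets rose in HepG2, with 13 of 16 genes higher and a median of 2.56 (camera adjusted p = 2.38e-04), or 2.64 with ME1 left out, which had no counts in HepG2. In MHCC97H, 3 were higher and 7 lower, or 3 and 9 adjusted over the list alone (median −0.38, camera adjusted p = 0.198, called by fry). The difference between the lines was −2.10 (camera adjusted p = 2.60e-05) and −2.49 with the GC correction (2.00e-06, from 2.00e-06 to 0.131 over the alternatives), which argues against GC bias. A hypothesis is that CBD activates an NRF2 response in HepG2 and less so in MHCC97H. The ISR list of the paper holds the NRF2 list's genes HMOX1 and GCLC, whose rises were also larger in HepG2.

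DNA replication genes fell more in HepG2, with a median difference of 0.96 (camera adjusted p = 4.28e-05), as did kinetochore and centromere genes, with 0.95 (9.75e-05). These differences were both 0.71 with the GC correction (adjusted p = 2.72e-06, from 2.72e-06 to 0.326 over the alternatives, and 2.35e-04, from 2.48e-05 to 0.131), which argues against GC bias as the whole cause. A stronger arrest of proliferation in HepG2 is a hypothesis, and no measure of the cell cycle was used here.

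Some lists that the paper does not report moved in both lines. Metallothionein genes rose by a median of 6.04 in HepG2 (camera adjusted p = 5.27e-06), with 9 of 9 higher. In MHCC97H, 8 were higher (camera adjusted p = 5.95e-09), and with the 6 genes at the floor in controls set to their bounds and MT1F left out the median was 8.91. The difference between the lines was not past the threshold (3.37, camera adjusted p = 0.182). This median is the fitted value of MT1M, which had no counts in the MHCC97H controls, so it does not give the size of a difference. MT1G was at least 4770-fold higher in MHCC97H, where the controls had no counts and the CBD libraries 12719 and 12325. GC bias is argued against by the HepG2 median of 5.88 after the correction. RNA of HepG2 in the MHCC97H CBD libraries is argued against by 26 genes that were abundant in both HepG2 CBD libraries and had no counts in the MHCC97H controls. Of these, 22 were MT1F or no metallothionein, their highest count in an MHCC97H CBD library was 9, and in replicate 1 they summed to 16 counts there against 131899 in HepG2. Reads shared between paralogs and a rise of each member cannot be told apart. MT1F had no counts in any MHCC97H library while 5 others were abundant in both CBD libraries, with at least 1561 counts each, but this is 1 gene at 0 for a reason not tested, which does not decide on sharing among the others. A response to metal ions or to oxidative stress after CBD is a hypothesis that these tests leave open. The members are close paralogs, so the level of each one is uncertain.

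ATF4 amino acid targets rose in HepG2 (24 of 30 higher and 4 lower, median 1.51, camera adjusted p = 2.71e-05) and in MHCC97H (22 higher and 3 lower, median 1.28, 2.69e-08). With genes near 0 left out or at their bound, the medians were 1.45 and 1.31, the HepG2 median was 1.38 with the GC correction, and the difference between the lines was not past the threshold (−0.31, camera adjusted p = 0.630). Other BCL-2 family genes rose in HepG2 (median 1.70, camera adjusted p = 0.00599, 7 of 9 higher) and MHCC97H (0.72, 0.0210, 5 of 9 higher), and the HepG2 median was 1.64 with the GC correction and 0.92, not past the threshold, among genes with at least 10 counts in every library (adjusted p from 4.27e-05 to 0.191 over the alternatives). Their difference between the lines was −0.53 (camera adjusted p = 0.182), which fry called. The GC-corrected values argue against GC bias as the whole cause of both, and an ATF4-driven program is a hypothesis for them.

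Cytosolic ribosomal protein genes were higher in HepG2 (median 0.69, or 0.72 with genes near 0 left out or at their bound, camera adjusted p = 8.28e-04, 52 of 84 higher and 11 lower, or 53 and 11 adjusted over the list alone), with 1.02 without control replicate 1 and 0.42 without control replicate 2. In MHCC97H the median was 0.41 (camera adjusted p = 9.23e-04, 22 higher and 5 lower, or 19 and 5 adjusted over the list alone), a call that fry did not make (adjusted p = 0.252, from 1.79e-06 to 0.741 over the alternatives). The difference between the lines was −0.34 (camera adjusted p = 0.130). Among genes higher after CBD, the family had an odds ratio of 3.56 in HepG2 (adjusted p = 9.04e-08, Fisher's exact test) and 1.59 in MHCC97H (0.461). The HepG2 median was 0.90 with the GC correction, so GC bias was not the source of its direction. Reads shared with the many processed pseudogenes of this family were not tested.

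In MHCC97H, p53 targets rose by a median of 0.35 (camera adjusted p = 0.00368, 8 of 18 higher and 1 lower) and lysosome genes fell by a median of −0.33 (0.00478, 2 of 38 higher and 15 lower, or 2 and 16 adjusted over the list alone). The MHCC97H fold changes had little GC trend to correct. The medians of the 10 GC classes of all genes ran there from −0.05 to 0.10, and both lists lay outside this range with any library left out (from 0.38 to 0.49 and from −0.36 to −0.34), which argues against GC bias. In HepG2 the p53 targets had 9 higher and 8 lower (median 0.66, camera adjusted p = 0.639, called by fry), with 1.18 without control replicate 1 and 0.26 without control replicate 2, and lysosome genes 13 higher and 13 lower (median 0.18, 0.832), with 0.36 without control replicate 1 and −0.04 without control replicate 2. These HepG2 medians were −0.17 and −0.16 with the GC correction, so neither has a settled direction there. The differences between the lines were −0.40 (camera adjusted p = 0.883) and −0.32 (0.130), and fry called the latter. Where no such count is given above, the counts adjusted over the list alone were the same as those over all genes tested.

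The mitochondrial rRNA MT-RNR2, singled out after its values were seen, rose by 1.07 in HepG2 (edgeR adjusted p = 1.37e-04) and 2.99 in MHCC97H (2.81e-06), while the mRNAs encoded by the same mtDNA fell. In summed counts, the log2 ratio of CBD to control for both mitochondrial rRNAs was 1.10 in HepG2 and 2.84 in MHCC97H. Less poly(A) selection in the CBD libraries would raise RNAs without poly(A) tails as well. For 7SK, 7SL, RMRP and RPPH1, the log2 ratio was 4.25 in HepG2, from 20 and 15 counts in the controls to 456 and 144 after CBD, and 0.18 in MHCC97H. Small nuclear RNAs gave −0.92 and −0.27, and snoRNAs and scaRNAs −0.60 and −1.30. For MHCC97H these values argue against it only as far as these RNAs follow poly(A) selection. The first class had 88 to 152 counts per library there. For HepG2 the classes moved apart, so a change in selection and a change in transcription or processing cannot be told apart there. GC bias cannot be told apart for the fall of the HepG2 mRNAs either, since their median of −0.81 was −0.33 with the correction, no longer past the threshold, with the direction kept. For a few genes taking most of the counts, the MHCC97H mRNA median was −0.81 with library sizes without mtDNA-encoded genes. That setting rescales all genes of a library alike, so it cannot decide on opposite moves of rRNA and mRNA. In MHCC97H, the top 10 genes held 7.93% and 8.73% of the counts in the controls and 8.12% and 8.30% after CBD. For MHCC97H, these shares argue against it. How mtDNA transcripts are processed or degraded after CBD was not tested.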

How the results depend on the processing

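The settings were fixed in advance except the GC correction, with or without the replicate block, the handling of genes near 0 and the BCL-2 list without NOXA1 (2.07 in HepG2, 0.11 in MHCC97H and −1.96 for the difference, with no call changed), which were chosen after the data were seen. For the 32 lists and counts that answer the paper's comparisons, 192 of 221 comparisons with the settings fixed in advance kept their direction and side of the threshold, 15 lost the call, 7 gained it, 2 changed direction and 5 counts moved by over 1.5 times. With the GC correction, 55 of 64 stayed and 9 lost the call. Unless a cause is given, the cause of a change was not tested.

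At an absolute log2 fold change of at least 1, 2977 genes were called in MHCC97H, 1465 higher and 1512 lower, by construction fewer. The odds ratio of the mitochondrial families among lower genes was then 1.09 in HepG2 and 0.54 in MHCC97H. Among all changed genes it was 1.27 in HepG2 and 0.72 in MHCC97H. Camera on the families gave a HepG2 median of −0.23, not past the threshold. A separate fit for each line called 9420 genes in MHCC97H, 4880 of them higher, and 9163 in HepG2. No setting moved the median of all tested genes by over 0.1 or the share of higher calls by over 10 percentage points.

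With an estimated correlation in place of the preset 0.01, calls were lost with the medians as they were, for ER stress in HepG2 (1.01) and MHCC97H (1.27), ISR (4.43 and 3.68), mtDNA-encoded mRNAs (−0.81 and −0.76), BCL-2 in HepG2 (2.52) and the respiratory chain list (−1.02 and −0.32), and for the differences between the lines of BCL-2 (−2.45) and the respiratory chain (0.61). Their adjusted p-values then ran from 0.0931 to 0.585. Fry gained calls for mt-UPR in HepG2 (0.74) and for the differences of ER stress (0.52), ISR (−1.53) and mt-UPR (−0.73), with adjusted p-values from 2.48e-05 to 0.00762. Library sizes without mtDNA-encoded genes brought mt-UPR in HepG2 past the threshold at 0.76. With at least 10 counts in every library, where fewer genes are tested, the nuclear respiratory chain subunits gained a call in HepG2 (−0.40) and MHCC97H (−0.14), and the BCL-2 difference lost it (−1.61). With genes near 0 left out or at their bound, the ISR median in HepG2 was 4.94.

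With the GC correction, calls were lost for the mitochondrial families in MHCC97H (odds ratio 1.33), the mtDNA-encoded mRNAs in HepG2 (−0.33), BCL-2 in HepG2 (0.91) and its difference (−0.89), and the difference of the respiratory chain list (0.14). The mitochondrial families in MHCC97H kept their call with the replicate block as well (odds ratio 1.43). For the others, the values were then −0.31 for the mtDNA-encoded mRNAs, 0.92 and −0.90 for BCL-2 and 0.13 for the respiratory chain difference. The respiratory chain list in HepG2 stayed past the threshold at −0.48, or −0.46 with the block. Of the 6107 genes called in MHCC97H, 6021 stayed called after the GC correction, and of the 10653 in HepG2, 8530 did. The correction also brought new calls, with 7316 genes called in MHCC97H and 10725 in HepG2 in all.

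The replicate numbers of control and CBD libraries share only a number. The correlation of the deviations of same-numbered libraries was −0.26 in HepG2 and 0.10 in MHCC97H, over 2 pairs each (−0.17 and 0.07 after the GC correction). With the number as a block, 9936 genes were called in HepG2 and 4836 in MHCC97H, and 6317 differed between the lines. No call of the 32 lists and counts changed under the block, and 286 of the 294 other lists and genes stayed on their side, while 8 were no longer called. These were complex II (−0.68), BID (0.50) and CHAC1 in HepG2, GCLC in MHCC97H (0.42) and the differences between the lines of BID (−0.74), HSPA5 (0.54), COX15 (0.61) and MFN2 (−0.50). By Fisher's exact test, the mitochondrial aminoacyl-tRNA synthetases in HepG2 passed the threshold under the block (odds ratio 2.72).

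With each library left out in turn, every gene called in a line kept its sign in each of the 4 fits of that line. Medians in HepG2 and MHCC97H ran from 0.86 to 1.16 and from 1.24 to 1.29 for ER stress, from 4.21 to 4.78 and from 3.56 to 3.81 for ISR, and from 0.67 to 0.81 and from 0.06 to 0.10 for mt-UPR. For the respiratory chain list they ran from −1.02 to −0.96 and from −0.37 to −0.30, and for BCL-2 from 2.11 to 3.05 and from −0.02 to 0.16. The mtDNA-encoded mRNAs ran from −1.14 (without HepG2 control replicate 1) to −0.45 (without control replicate 2) and from −0.82 to −0.67. The nuclear subunits ran from −0.51 (without HepG2 control replicate 2) to −0.06 (without control replicate 1) and from −0.18 to −0.08. Among the genes and lists not called, BAK1, BIK, BOK, NOXA1, TRPV1, the BCL-2 list and the TRPV list in MHCC97H and ATOH8, GSDME, TRPV4 and the lysosome list in HepG2 changed direction in a fit without 1 library.

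Of the 294 other lists and genes, 1407 of 1495 comparisons with settings fixed in advance stayed, 42 lost the call, 37 gained it and 9 changed direction. The last were, with at least 10 counts in every library, mitochondrial carriers in HepG2 (−0.13) and the proteins blotted in HepG2 (−0.01) and MHCC97H (0.03). Fry gave the blotted proteins in HepG2 (0.05) the opposite direction. Without mtDNA-encoded genes in library sizes, they were BAK1 (−0.02) and TRPV2 (−0.01) in MHCC97H, GSDME in HepG2 (0.02) and the difference of DDIT3 (−0.04), and in a separate fit GSDME in HepG2 (0.02).

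The GC correction left 244 of these 294 unchanged, and 19 lost the call, 12 gained it and 19 changed direction. The last were, in HepG2, ATOH8 (−0.22), GSDME (0.39), MT-ND4 (0.16), PDIA3 (0.13), TRPV4 (−0.93), the lysosome list (−0.16) and the blotted proteins (0.17), the blotted proteins in MHCC97H (0.01), and the differences between the lines of BIK (0.05), COX11 (−0.14), DDIT3 (−0.12), EIF2AK3 (−0.35), FCGBP (0.02), GSDME (−0.09), LONP1 (0.66), MT-CO2 (−0.27), MT-CO3 (−0.18), OPA1 (−0.62) and PMAIP1 (−0.18). With the block as well, the values that differed were ATOH8 −0.23 and TRPV4 −0.90, and the differences BIK 0.01, COX11 −0.15, EIF2AK3 −0.37, FCGBP 0.04, OPA1 −0.61 and PMAIP1 −0.20, and CLPP in HepG2 (0.32) and the differences of CLPP (−0.45) and ATF5 (−0.42) also lost the call. For a list, the direction counted here is that of the test. While it stayed, the GC correction changed the sign of the medians of the p53 targets in HepG2 (−0.17) and, for the differences between the lines, of the p53 targets (0.14), the nuclear subunits (−0.11) and the mtDNA-encoded mRNAs (−0.56), none of them called. The last also changed sign with library sizes without mtDNA-encoded genes (−0.01) and under the block (−0.04), the difference of complex IV did with both block and GC correction (−0.01), and the TRPV median in MHCC97H did in a separate fit (0.07).

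The metallothionein list has no value with at least 10 counts in every library, and differences between the lines have none in separate fits. The depth limits genes near 0. Among others, CHAC1 in HepG2, TRPV4 in MHCC97H and MT1F in MHCC97H had at most 3 counts in every library, so the size of a change cannot be given there. Of these, the main model called CHAC1 in HepG2 (edgeR adjusted p = 0.0371), on these few counts.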

Differences from the paper's values

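The comparisons below of genes and lists with the paper's statements were made after the results were seen. The paper's methods give 11 M reads (M, mega) per library for a low-input protocol, and the deposited counts have a median of 17.6 M per library (SD 0.769 M over the 8 libraries). The values are unlike, since the methods give reads and the deposited totals are counts on genes. Every deposited total also lies above the range of reads given for that protocol. None of the alternatives set before the data were examined changes the deposited totals, so none could close the gap.

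The paper states that BAX, BAK and BAD were induced in CBD-treated HCC cells. In MHCC97H, none of the 3 was called higher (log2 fold changes −0.24, 0.03 and 0.37, edgeR adjusted p = 0.534, 0.950 and 0.197). In a separate fit for each line, BAD was called higher (0.41, adjusted p from 0.00221 to 0.298 over the alternatives) and BAX lower (−0.20, from 0.0166 to 0.582), and BAK1 was called there under none of the alternatives. In HepG2 all 3 were called higher, and with the GC correction, chosen after seeing the values, BAX was not (0.29).

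The paper states that mt-UPR genes did not change significantly. In HepG2, each of the 7 genes was called, 6 higher and 1 lower, with a list median of 0.74 (camera adjusted p = 0.0503). With the list as the unit, camera gave no call in HepG2, as in the paper's statement, except with library sizes without mtDNA-encoded genes, and fry gave a call (adjusted p from 5.95e-04 to 0.244 over the alternatives). LONP1 was not called in HepG2 with the GC correction, chosen after seeing the values (0.14), and 5 were then higher and 1 lower. In MHCC97H, LONP1 and HSPA9 were called higher.

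The paper describes the ER stress genes as slightly increased. In MHCC97H, all 13 were called higher, with a median log2 fold change of 1.27, and in HepG2, PDIA3 was called lower (−0.41, edgeR adjusted p = 0.00399). With the GC correction, chosen after seeing the values, PDIA3 was 0.13 in HepG2 and not called, and a separate fit for each line did not call it either (−0.39, adjusted p from 6.27e-04 to 0.411 over the alternatives).

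The paper states that differentially expressed genes of both lines were enriched in mitochondrial components. Its threshold is not stated, and the families used here were not matched to the genes of its GO terms. The values below are therefore not a direct test of that statement. Among genes changed in either direction, the symbol families used here in place of GO terms had odds ratios of 1.27 in HepG2 (adjusted p = 0.108, Fisher's exact test) and 0.72 in MHCC97H (1.000). Among the genes that fell, they were enriched in HepG2 (1.63, adjusted p = 3.90e-04, Fisher's exact test) and in MHCC97H (1.45, 0.0228).

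The paper states that the transcription of respiratory chain subunits decreased. In HepG2, 39 of the 51 tested genes of Supplementary Figure 3A were called lower (list median −1.02). The 6 called higher included UQCRC1 (1.01, edgeR adjusted p = 0.00530). In MHCC97H, 21 of the 51 were called lower (list median −0.32) and 30 were not called, among them 3 of 5 complex II genes (median 0.04). With the GC correction, chosen after seeing the values, UQCRC1 was not called in HepG2 (0.12), and a separate fit of MHCC97H called it lower (−0.21, adjusted p from 0.00340 to 0.513 over the alternatives).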

Other observations

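The lists, the naming rule and the model used here were chosen before the data were examined, and which values are printed was chosen after they were seen. The test of genes without counts against a lost chromosome segment was also set in advance. Any other test of an explanation was chosen after the result was seen.

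The paper names TRPV1 to TRPV4 without naming the assay. In these libraries, TRPV3 was higher after CBD in HepG2 (log2 fold change 2.39, edgeR adjusted p = 7.22e-05) and MHCC97H (1.26, 0.0159), from 17 and 26 counts in the MHCC97H controls to 54 and 35, with 0.90 without MHCC97H CBD replicate 1 and 1.63 without control replicate 2. TRPV1 was lower in HepG2 (−2.17, edgeR adjusted p = 0.00215), with −3.48 without CBD replicate 1 and −1.51 without CBD replicate 2, and not called in MHCC97H (−0.18, 0.761), with −0.36 without control replicate 1 and 0.02 without control replicate 2. TRPV1 overlaps SHPK. TRPV2 was higher in HepG2 (2.18, edgeR adjusted p = 2.15e-06) and not called in MHCC97H (0.04, 0.880), and TRPV4 was not called in HepG2 (0.08, 0.889) and near 0 in MHCC97H. TRPV4 in HepG2 was −0.93 and called lower with the GC correction, −0.39 without control replicate 2 and 0.77 without control replicate 1. The differences between the lines were 1.99 for TRPV1 (edgeR adjusted p = 0.0238), −2.14 for TRPV2 (4.65e-05) and −1.12 for TRPV3 (0.0675). The list of 4 had medians of 1.13 in HepG2 (camera adjusted p = 0.375, called by fry) and −0.07 in MHCC97H (0.727), the latter 0.04 with TRPV4 left out and also without control replicate 2 and −0.17 without control replicate 1, with a difference of −1.63 (0.394, called by fry).

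Of 12 genes whose proteins the paper blots, 5 were higher and 4 lower in HepG2 (median 0.05, camera adjusted p = 0.955) and 2 higher and 4 lower in MHCC97H (median 0.06, 0.854), with a difference of 0.20 (0.755). The HepG2 median was 0.17 without control replicate 2, the MHCC97H median was 0.10 without control replicate 2 and 0.03 without control replicate 1, and fry called the HepG2 list and the difference. The counts adjusted over the list alone were the same for both of these lists. These are mRNA values, and the paper's statements on them are about protein. OPA1 was lower in HepG2 (−0.74, edgeR adjusted p = 0.00312) and MHCC97H (−0.61, 0.0171). It was −0.05 and not called in HepG2 with the GC correction, −0.94 there without control replicate 1 and −0.48 without control replicate 2, and stayed called in MHCC97H with the GC correction (−0.66). MFN1 was lower in HepG2 (−1.16, edgeR adjusted p = 8.31e-05) and not called in MHCC97H (0.11, 0.549), and MFN2 was higher in HepG2 (0.67, 3.82e-04) and not called in MHCC97H (0.16, 0.242). OMA1 was lower in HepG2 (−1.84, edgeR adjusted p = 3.67e-05) and not called in MHCC97H (0.22, 0.334). The differences between the lines were 0.13 for OPA1 (edgeR adjusted p = 0.699), 1.27 for MFN1 (7.73e-04), −0.50 for MFN2 (0.0196) and 2.06 for OMA1 (2.57e-04). The difference of OPA1 was −0.62 and called with the GC correction, and that of MFN2 was −0.27 and not called. Separate fits of MHCC97H called MFN2 (0.20) and OMA1 (0.26) higher. GSDME was not called in HepG2 (−0.01, edgeR adjusted p = 0.983) or MHCC97H (0.28, 0.125), and was called higher in HepG2 with the GC correction (0.39) and in MHCC97H in a separate fit (0.32). In HepG2 it was 0.06 without control replicate 1 and −0.08 without control replicate 2. PMAIP1, which encodes NOXA, was higher in HepG2 (2.24, edgeR adjusted p = 3.15e-06) and MHCC97H (2.80, 3.63e-06).

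The 5 largest rises in HepG2 under the naming rule included C11orf96, HSPA6, MT1H and LGALS7B, each with no counts in the controls and so at least 805-fold, 354-fold, 312-fold and 150-fold higher, and MT1B (log2 fold change 12.10, edgeR adjusted p = 1.36e-07). The 5 largest falls in HepG2 were SCN1A (−4.77, edgeR adjusted p = 1.35e-04), SPTLC3 (−4.38, 1.06e-06), FAM111B (−4.27, 4.11e-06), NREP (−4.25, 8.50e-07) and APOB (−4.24, 4.30e-06). APOB had 208382 and 430099 counts in the HepG2 controls. In MHCC97H, the 5 largest rises were metallothionein genes, and the 5 largest falls were DGAT2 (−4.39, edgeR adjusted p = 1.95e-05), P2RY6 (−3.76, 5.06e-06), FCGBP (−3.44, 5.70e-06), FOS (−3.43, 7.92e-07) and ATOH8 (−3.35, 4.16e-05).

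In HepG2, 24 genes had no counts in any library while every MHCC97H library had at least 500, and in MHCC97H 17 genes had no counts while every HepG2 library had at least 500. Among the former were ME1, ATL3, EMC10 and ZNF532, and among the latter MTHFD2, YBX3 and MT1F, named after their values were seen. A candidate explanation, the loss of a wide chromosome segment, would also silence the neighbours. For 21 of the 24 HepG2 genes and 13 of the 17 MHCC97H genes, the nearest expressed genes on both sides had counts above the floor in the line concerned, which argues against it for these genes. For 2 of the 17, both neighbours were at the floor as well. A deletion or silencing of single genes and a step in the authors' counting stay open, and neither was tested.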
